# A comparison of microRNA expression profiles from splenic hemangiosarcoma, splenic nodular hyperplasia, and normal spleens of dogs

**DOI:** 10.1186/s12917-016-0903-5

**Published:** 2016-12-03

**Authors:** Janet A. Grimes, Nripesh Prasad, Shawn Levy, Russell Cattley, Stephanie Lindley, Harry W. Boothe, Ralph A. Henderson, Bruce F. Smith

**Keywords:** Splenic mass, Hemangiosarcoma, Canine, MicroRNA, RNA-sequencing, Angiogenesis

## Abstract

**Background:**

Splenic masses are common in older dogs; yet diagnosis preceding splenectomy and histopathology remains elusive. MicroRNAs (miRNAs) are short, non-coding RNAs that play a role in post-transcriptional regulation, and differential expression of miRNAs between normal and tumor tissue has been used to diagnose neoplastic diseases. The objective of this study was to determine differential expression of miRNAs by use of RNA-sequencing in canine spleens that were histologically confirmed as hemangiosarcoma, nodular hyperplasia, or normal.

**Results:**

Twenty-two miRNAs were found to be differentially expressed in hemangiosarcoma samples (4 between hemangiosarcoma and both nodular hyperplasia and normal spleen and 18 between hemangiosarcoma and normal spleen only). In particular, mir-26a, mir-126, mir-139, mir-140, mir-150, mir-203, mir-424, mir-503, mir-505, mir-542, mir-30e, mir-33b, mir-365, mir-758, mir-22, and mir-452 are of interest in the pathogenesis of hemangiosarcoma.

**Conclusions:**

Findings of this study confirm the hypothesis that miRNA expression profiles are different between canine splenic hemangiosarcoma, nodular hyperplasia, and normal spleens. A large portion of the differentially expressed miRNAs have roles in angiogenesis, with an additional group of miRNAs being dysregulated in vascular disease processes. Two other miRNAs have been implicated in cancer pathways such as PTEN and cell cycle checkpoints. The finding of multiple miRNAs with roles in angiogenesis and vascular disease is important, as hemangiosarcoma is a tumor of endothelial cells, which are driven by angiogenic stimuli. This study shows that miRNA dysregulation is a potential player in the pathogenesis of canine splenic hemangiosarcoma.

## Background

Splenic masses are common in older dogs and may be malignant, benign, or non-neoplastic; yet diagnosis preceding splenectomy and histopathology remains elusive. Several studies have reported approximately 70% of dogs with non-traumatic hemoperitoneum had hemangiosarcoma [1–3]. Hemoperitoneum is reported in 63–80% of dogs with hemangiosarcoma, compared with only 30% of dogs with benign splenic masses [4, 5]. This has led to the ‘double 2/3 rule,’ which is currently used to give owners a prediction of the odds of each of the possibilities [6]. According to this rule, approximately 2/3 of splenic masses are malignant, and of those that are malignant, 2/3 are hemangiosarcoma. Other malignant splenic masses include various sarcomas, lymphoma, and histiocytic sarcoma [1, 7]. Benign and non-malignant splenic conditions include hemangioma, nodular hyperplasia, formerly classified as a subset of fibrohistiocytic nodules, and hematoma [1, 8].

Many studies have attempted to identify repeatable measures or other techniques that might distinguish malignant from benign masses [5, 9–14]. For instance, mass-to-splenic volume ratio and splenic weight as a percentage of body weight have been used to differentiate malignant from benign splenic lesions, with hemangiosarcoma masses being smaller in both categories [5]. However, these values can only be calculated after splenectomy, and splenic size can change due to contraction or engorgement in response to medications or hemoperitoneum. Diagnostic imaging has been evaluated for its ability to differentiate malignant from benign lesions with contrast harmonic ultrasound, CT, and MRI showing promise [9–11]. Such modalities may differentiate malignant from benign lesions but do not diagnose a specific disease process. Prognosis and survival times between various malignancies can be quite varied and availability of these treatment modalities is limited and may be cost prohibitive [1, 12, 15]. While splenic aspirates may be beneficial for certain neoplasms such as lymphosarcoma, they usually fail to aid in the diagnosis of many splenic tumors due to blood contamination and poor exfoliation. Also, some clinicians recommend not aspirating the spleen in suspected cases of hemangiosarcoma due to risk of tumor rupture and seeding of the tumor into the abdomen [5, 6]. Testing of blood with multi-parameter flow cytometry and measuring levels of vascular endothelial growth factor and thymidine kinase have been evaluated, but have not been found to be definitive diagnostic tools [12–14]. It is clear that additional work needs to be done to develop a minimally invasive pre-surgical diagnostic test to differentiate hemangiosarcoma from other splenic masses.

Hemangiosarcoma, a tumor of vascular endothelial origin, is the most common splenic tumor, and the prognosis is poor: dogs that undergo surgery alone as a treatment for splenic hemangiosarcoma have a median survival time of three months; this extends to six months if chemotherapy is used in conjunction with surgery [6]. The decision to proceed with surgery can be difficult for owners because although there are rare long-term survivors, median survival times are typically short, and currently there is no ability to give a definitive diagnosis prior to surgery and histopathology.

MicroRNAs (miRNAs) are 18–25 nucleotide, single stranded, non-coding RNAs that play a role in post-transcriptional regulation [16–18]. MicroRNAs inhibit expression of target genes by binding to the 3’ untranslated region of certain messenger RNAs (mRNAs) [16, 17]. MicroRNAs have a role in cell growth, cell differentiation, apoptosis, and oncogenesis [17]. Expression profiles give information on the identities and quantities of particular miRNAs within a given tissue; such profiles are consistent between like-tissue samples [19]. MicroRNAs in tumor samples have been used to diagnose tumors, provide prognostic information, and aid in targeted treatments in human medicine [18–22]. Many tumor types have been evaluated for differential miRNA expression, including ovarian carcinomas, breast cancer, cervical cancer, non-small cell lung cancer, leukemias, colorectal tumors, squamous cell carcinoma, and hepatocellular carcinoma [21–28]. Use of miRNAs in support of other diagnostic methods is currently in its infancy, with miRNA signatures having been developed in people to distinguish melanoma and metastatic breast cancer from healthy controls and higher risk groups in breast cancer and prostate cancer [29–32]. There are few reports of miRNA involvement in cancer of veterinary patients, but interest in this area will likely increase with the rapid growth of this topic in human medicine [33–35].

MicroRNAs have excellent stability in serum, and miRNAs representative of cancer tissue have been identified in the circulation of patients with cancer [20]. Such identification allows for the potential to develop a noninvasive diagnostic test to diagnose cancers, without having to obtain a tissue sample of the tumor of interest. The objective of this study was to identify and compare expression profiles of miRNAs from canine splenic hemangiosarcoma, splenic nodular hyperplasia, and normal splenic tissues using RNA-sequencing. We hypothesized that there would be differences in miRNA expression among the three groups. This work is the first step in determining altered miRNA expression in canine splenic masses. Once altered miRNA expression has been identified in the tissues, future studies can be performed to evaluate these same altered miRNAs in the serum of patients with splenic masses. The end goal of this research is to develop a blood-based diagnostic test to determine the nature of canine splenic masses. Ultimately, this work may also provide insight into pathways that are dysregulated in hemangiosarcoma, allowing a better understanding of both tumorigenesis and potential therapies.

## Methods

### Sample collection

Splenic mass samples: Samples were collected from spleens removed from client-owned animals undergoing splenectomy for a splenic mass. After removal of the spleen, the mass was trimmed to obtain two samples: one for the study and an adjacent piece of tissue for histopathologic evaluation to confirm a diagnosis and ensure that representative tissue was present in the sample. Samples to be used for the study were flash frozen with liquid nitrogen within 30 min of splenectomy and stored in a −80 °C freezer until further use. Only masses confirmed to contain tissue from hemangiosarcoma or nodular hyperplasia were used for the study. Five samples in each category (hemangiosarcoma and nodular hyperplasia) were collected.

Normal spleen samples: Archived fresh frozen tissue samples were utilized to analyze normal splenic tissue. Samples were collected within 30 min of splenectomy, flash frozen in liquid nitrogen, and stored in a −80 °C freezer. Histopathology of adjacent tissue performed at the time of sample collection confirmed these five spleens to be normal.

### Histopathology

Tissues (splenic masses and normal spleens) were trimmed and fixed in 10% neutral-buffered formalin for 24–72 h prior to processing by paraffin impregnation. Sections approximately 4–5 microns thick were prepared by microtomy, mounted on glass slides, deparaffinized, and stained with hematoxylin and eosin prior to applying glass coverslips. Each slide was evaluated by light microscopy for diagnosis by a board-certified (ACVP) pathologist. Cases of hemangiosarcoma were confirmed by demonstration of CD31 by immunohistochemistry (Dako, Denmark). Sections were mounted onto slides, deparaffinized, heat-treated for antigen retrieval, and labeled with CD31 using FLEX monoclonal mouse anti-human CD31 clone JC70A visualized by peroxidase-mediated oxidation of diaminobenzidine (EnVision FLEX+ Mouse High pH Link system, Dako, Denmark). Slides were coverslipped, counterstained with hematoxylin, and examined by light microscopy.

### RNA isolation

The Qiagen miRNeasy kit (Qiagen Inc., Valencia, CA, USA) was utilized to extract RNA from the frozen tissue sections. Extraction was performed according to manufacturer protocol using the Bullet Blender (Next Advance Inc., Averill Park, NY, USA) for homogenization, and one modification to the protocol, where the Buffer RWT step was repeated for a second time. The NanoDrop (ThermoScientific, Wilmington, DE, USA) was used to confirm an appropriate 260/280 and 260/230 ratio for the sample (>1.8 in each case).

### RNA Sequencing and smRNA library prep protocol

RNA samples were sent to the Genomic Services Laboratory at the HudsonAlpha Institute for Biotechnology for miRNA-sequencing analysis. NEBNext® Small RNA Library Prep Set for Illumina® (New England BioLabs Inc., Ipswich, MA, USA) was utilized. Three prime adapters were ligated to total input RNA followed by hybridization of multiplex SR RT primers and ligation of multiplex 5` SR adapters. Reverse Transcription (RT) was done using SuperScript III RT (Life Technologies, Grand Island, NY, USA) for 1 h at 50 °C. Immediately after RT reaction, indexed primers were added to uniquely barcode each sample and PCR amplification was done for 12 cycles using LongAmp Taq 2X master mix. Post PCR material was then purified using QIAquick PCR purification kit (Qiagen Inc., Valencia, CA, USA). Post PCR yield and concentration of the prepared libraries was assessed using Qubit® 2.0 Fluorometer and DNA 1000 chip on Agilent 2100 Bioanalyzer.

Size selection of small RNA libraries with a target size range of 140 base pairs was done on a 3% agarose gel using Pipin prep instrument (Sage Science, Boston, MA, USA). Accurate quantification for sequencing applications was performed using the qPCR-based KAPA Biosystems Library Quantification kit. Each library was diluted to a final concentration of 12.5 nM and pooled equimolar prior to clustering. Cluster generation was carried out on a cBot v1.4.36.0 using Illumina's Truseq Single Read (SR) Cluster Kit v3.0. Single End (SE) sequencing was performed on an Illumina HiSeq2000, running HiSeq Control Software (HCS) v1.5.15.1, using a 50 cycle TruSeq SBS HS v3 reagent kit. The clustered flowcells were sequenced for 56 cycles, consisting of a 50 cycle read, followed by a 6 cycle index read. Image analysis and base calling was performed using the standard Illumina Pipeline consisting of Real Time Analysis (RTA) version v1.13 and demultiplexed using bcl2fastq converter with default settings.

### Analysis

Post-processing of the sequencing reads from miRNA-sequencing experiments from each sample was performed as per unique in-house pipelines. Briefly, quality control checks on raw sequence data from each sample was performed using FastQC (Babraham Bioinformatics, London, UK). Raw reads were imported on a commercial data analysis platform CLCbio (Qiagen Inc., Valencia, CA, USA). Adapter trimming (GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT) was done to remove ligated adapters from the 3' end of the sequenced reads with only one mismatch allowed; poorly aligned 3' ends were also trimmed. Sequences shorter than 15 nucleotides length were excluded from further analysis. Trimmed reads with low qualities (base quality score less than 30, alignment score less than 95, mapping quality less than 40) were removed. Filtered reads were used to extract and count the small RNA that were annotated with miRNAs from the miRBase release 20 database [36, 37].

The quantification operation carried out measurement at both the gene level and at the active region level. Active region quantification considered only reads whose 5' end matched the 5' end of the mature miRNA annotation. Samples were grouped as patient and control identifiers, and differential expression of miRNA was calculated on the basis of their fold change observed between individual patients and averaged control samples. The p-value of differentially expressed miRNAs was estimated by implementing t-tests with Benjamini Hochberg false discovery rate corrections of 0.05 [38].

## Results

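Small RNA was sequenced from 15 canine spleens: 5 with hemangiosarcoma, 5 with nodular hyperplasia and 5 normal. Each sample is 1 library, so the 5 samples of a group are biological replicates. By the paper's methods the normal spleens came from an archive of frozen tissue, and both kinds of lesion from masses of client-owned dogs. Differences from normal spleen are therefore confounded with the source of the tissue. The authors counted reads in CLCbio against the canine hairpins of miRBase, and the values used here are their raw counts, before any normalization. Of 313 hairpins, 166 had reads on the annotated mature sequence of the 5' arm and 134 on that of the 3' arm, with 1 of them on both, and 14 had none. The counts of both arms were added and copies of the same mature miRNA were merged, which gave 263 miRNAs with mature counts. The 250 miRNAs with at least 10 counts over the 15 libraries were tested. Mature counts came to 3040736 to 6562849 per library in hemangiosarcoma, 3768867 to 6073162 in nodular hyperplasia and 4374133 to 7548062 in normal spleen. A single miRNA of smooth muscle and fibroblasts, mir-143, took 34.4% to 51.5% of these counts in normal spleen, 6.78% to 38.0% in hemangiosarcoma and 10.4% to 21.3% in nodular hyperplasia. Libraries were therefore scaled by TMM, which sets the typical miRNA equal between libraries, and values are given as CPM, counts per 1e6 of the scaled library size. Differences were tested by edgeR's quasi-likelihood test in 1 fit of the 3 groups, with Benjamini-Hochberg adjustment and a threshold of 0.05.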

Principal component analysis was performed compiling the miRNA data from all five samples within each group. This revealed hemangiosarcoma samples grouped independently from nodular hyperplasia and normal spleen, indicating hemangiosarcoma samples were distinctly different than the other two categories (Fig. 1). 

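Mir-224, mir-196b, mir-212, mir-132 and mir-452 weighed most toward the hemangiosarcoma end of the first principal component. Toward the other end weighed mir-150, mir-142 and mir-155, which are enriched in lymphocytes, together with mir-411 of the imprinted Dlk1-Dio3 cluster. On this component, which held 28.3% of the variance of log2(CPM + 1), the 5 hemangiosarcoma samples lay at 1.47 to 16.3. Nodular hyperplasia lay at -8.75 to 0.12 and normal spleen at -5.40 to -2.25. The second component held 23.4% of the variance and ran from the muscle miRNAs mir-1, mir-133a and mir-143 at one end to mir-375 at the other. Normal spleens lay together on it at -6.69 to -5.25, whereas hemangiosarcoma replicate 3, with mir-375 at 3486 CPM, lay at 13.9 and the other 4 tumors at -4.66 to 0.30. Nodular hyperplasia spread over -2.35 to 11.4 on this component, so its upper end was not held by that tumor alone. The split of hemangiosarcoma from the other 10 samples took up a share of 0.228 of the squared distances between samples (PERMANOVA, exact permutation over all splits, p = 0.000333, the smallest p these samples allow). From this independent grouping the paper concludes that the hemangiosarcoma samples were distinct from both other categories.

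**Figure D1:**
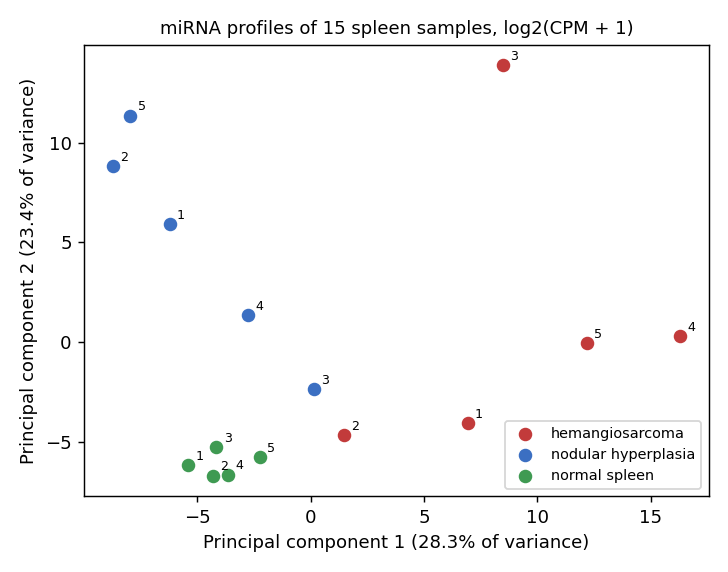
First and second principal components of log2(CPM + 1) over 250 miRNAs, with 1 point per sample, numbered by replicate and coloured by group. The 5 hemangiosarcoma samples lie at 1.47 or above on the first component and the other 10 at 0.12 or below.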

When hemangiosarcoma samples were removed from the analysis, nodular hyperplasia and normal spleen samples also showed differential expression, indicating that it may be possible to distinguish between these two conditions with further analyses (Fig. 2). 

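With the hemangiosarcoma samples removed, the normal spleens were marked by mir-1 and mir-133a, miRNAs of heart and skeletal muscle, and by mir-10a and mir-143. Nodular hyperplasia was marked by mir-31, mir-146b, mir-96 and mir-34a. These miRNAs were among those that weighed most on a first principal component that held 43.1% of the variance of the 10 samples. The 5 normal spleens lay at 5.13 to 7.80 on it and the 5 spleens with nodular hyperplasia at -12.3 to 0.59. The split between both groups took up a share of 0.365 of the squared distances (PERMANOVA, exact permutation over all splits, p = 0.0079, the smallest p that 5 samples against 5 allow here).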

Volcano plots were created of the comparison groups highlighting miRNAs that were significantly over or underexpressed between the groups. Significant over and underexpression of various miRNAs was found for each of the three groups: hemangiosarcoma compared to normal spleen (Fig. 3), hemangiosarcoma compared to nodular hyperplasia (Fig. 4), and nodular hyperplasia compared to normal spleen (Fig. 5).

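Hemangiosarcoma carried more mir-132, mir-212 and mir-224 than both other groups, and less mir-142, mir-150 and mir-155. Nodular hyperplasia carried more mir-34a, mir-29a and mir-146b than normal spleen, and less mir-10a. Of the 250 miRNAs tested, 56 differed between hemangiosarcoma and normal spleen by edgeR, 34 of them higher in hemangiosarcoma and 22 lower. Between hemangiosarcoma and nodular hyperplasia 46 differed, 26 higher in hemangiosarcoma and 20 lower. Between nodular hyperplasia and normal spleen 31 differed, 14 higher in nodular hyperplasia and 17 lower. The direction of these calls moves with the scaling: with library totals alone they were 46 higher and 1 lower, 13 and 9, and 45 and 6, in the same order of comparisons, and with unscaled counts 23 and 1, 16 and 18, and 11 and 5. The median log2 fold change of all 250 miRNAs was 0.03, -0.07 and 0.23 with TMM, 0.63, -0.12 and 0.81 with library totals, and 0.20, -0.12 and 0.44 with unscaled counts. Most falls against normal spleen are thus falls relative to the typical miRNA, and mir-140 alone was also called lower with library totals in hemangiosarcoma. Without normal spleen replicate 2 or replicate 4 the count against normal spleen was 36; against nodular hyperplasia it was 29 without hemangiosarcoma replicate 1 and 26 without nodular hyperplasia replicate 2. Whichever library was left out, 24 of the 56, 22 of the 46 and 4 of the 31 calls held, the last 4 being mir-10a, mir-146b, mir-29a and mir-34a. For nodular hyperplasia against normal spleen the count was 15 without nodular hyperplasia replicate 2, 17 without its replicate 5, 15 without normal spleen replicate 1, 4 without its replicate 2 and 19 without its replicate 4.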

**Fig. 1:**
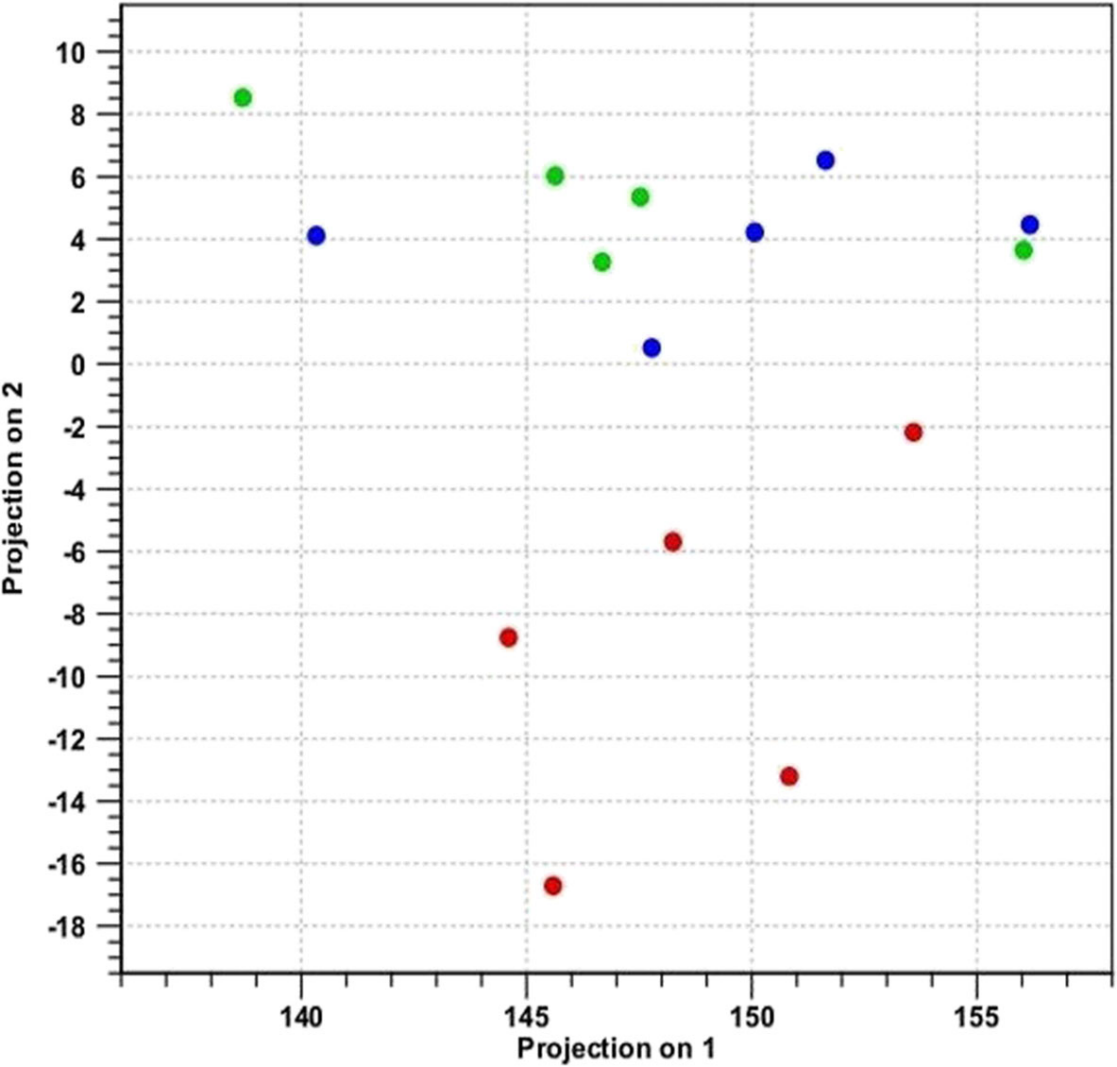
Principal component analysis of hemangiosarcoma, nodular hyperplasia, and normal spleen samples. The hemangiosarcoma samples (*red*) showed differential expression from both nodular hyperplasia (*blue*) and normal spleen (*green*) samples. The axes correspond to principal component 1 (x-axis) and principal component 2 (y-axis)

**Fig. 2:**
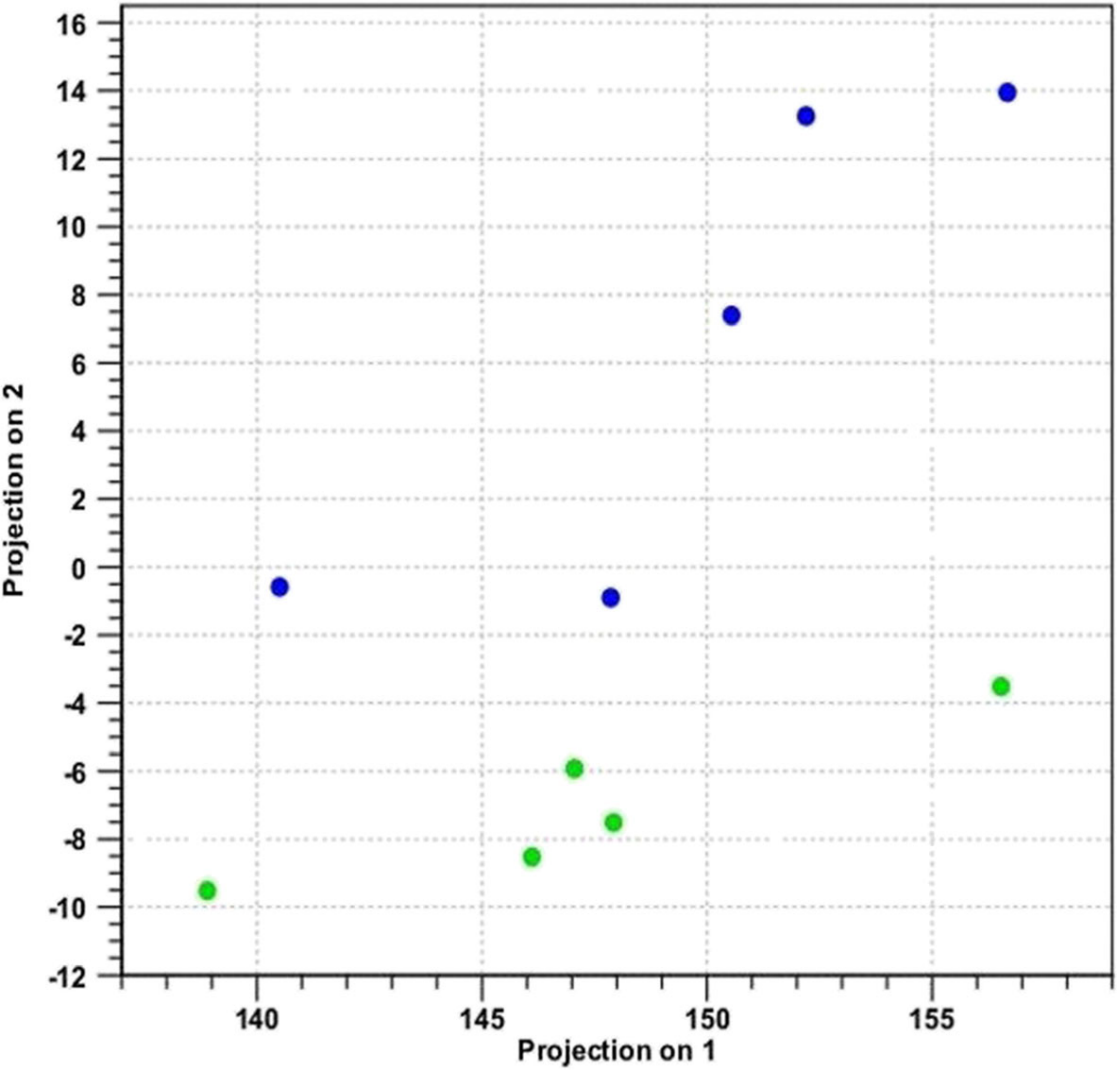
Principal component analysis of nodular hyperplasia and normal spleen samples. The nodular hyperplasia samples (*blue*) showed differential expression from normal spleen samples (*green*). The axes correspond to principal component 1 (x-axis) and principal component 2 (y-axis)

**Fig. 3:**
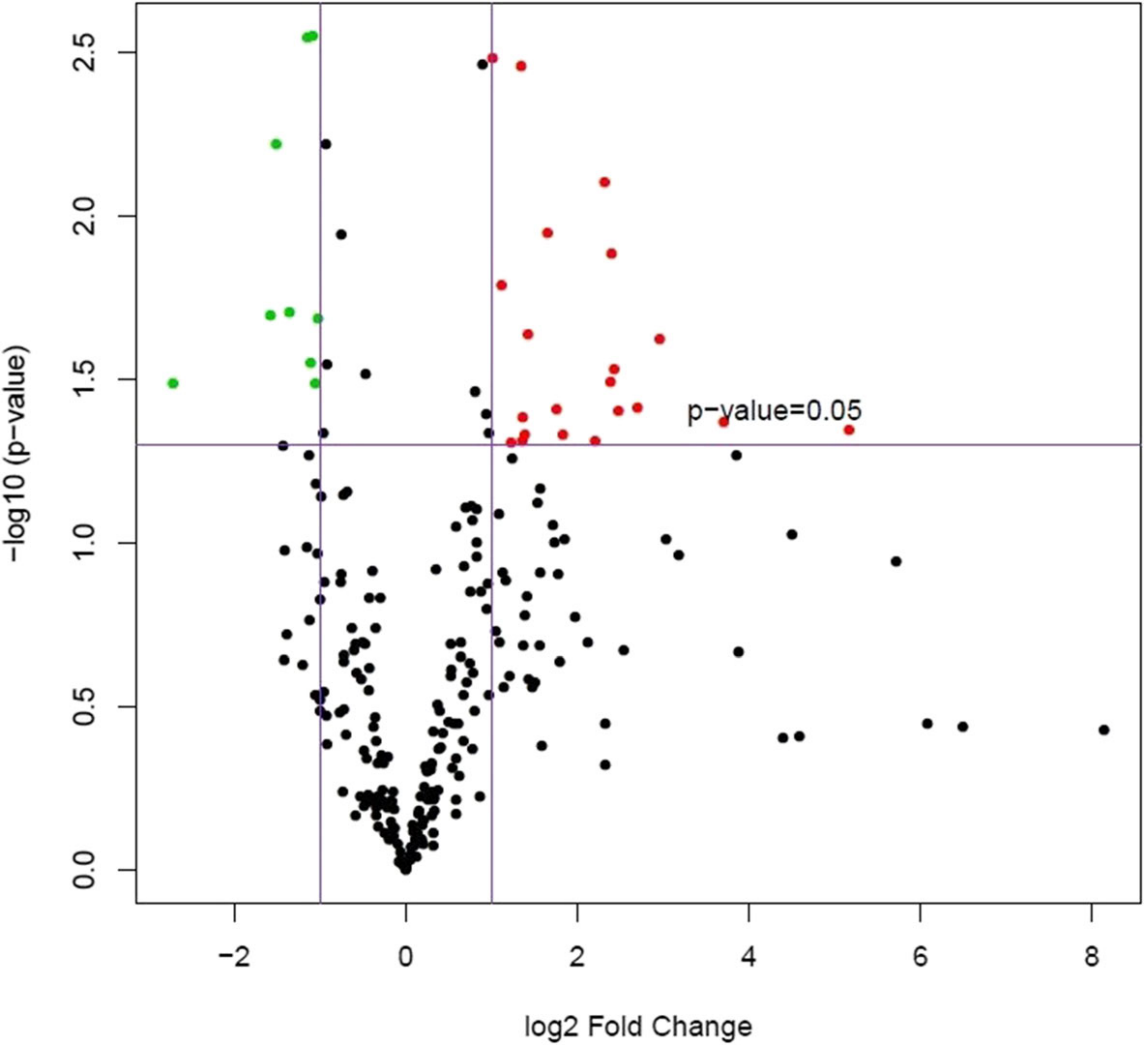
Volcano plot showing significantly overexpressed (*red*) and significantly underexpressed (*green*) miRNAs between hemangiosarcoma and normal spleen. The axes correspond to log_2_ (fold change) (x-axis) and -log_10_ (*p*-value) (y-axis)

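Mir-224, mir-212, mir-196b and mir-132 rose many-fold in hemangiosarcoma against normal spleen, and each of these calls held whichever library was left out. Mir-224 was at 96.8 ± 113 CPM (SD, n = 5) in hemangiosarcoma and 1.89 ± 0.698 CPM (n = 5) in normal spleen, a log2 fold change of 5.64 (SE 0.96, edgeR adjusted p = 0.00163). Mir-132 and mir-212, which are cut from 1 transcript, rose by 3.74 (SE 0.63) and 5.15 (SE 0.84) on the log2 scale, both at an edgeR adjusted p of 0.00163. Mir-196b, encoded in a HOX gene cluster, rose by 4.41 (SE 0.97, edgeR adjusted p = 0.00595). The largest fold change, 8.17 for mir-375 (SE 2.21, edgeR adjusted p = 0.0159), came from hemangiosarcoma replicate 3 and was 0.09 without it, and that of mir-592 went from 6.23 to 1.65 without the same replicate. Of 9 miRNAs enriched in lymphocytes, 6 fell (mir-142, mir-150, mir-155, mir-181a, mir-28 and mir-342) and mir-20b rose, against 6 and 2 when adjusted over the list alone. As a list they were lower (camera adjusted p = 0.0153, and adjusted p = 0.250 with an estimated correlation), with 0.0714 without hemangiosarcoma replicate 3, and with library totals or unscaled counts none of the 6 was called by edgeR. Of 9 endothelial miRNAs, mir-126, mir-221, mir-24 and mir-27a rose and mir-10a fell (6 rose and 1 fell when adjusted over the list alone, camera adjusted p = 0.210); with unscaled counts mir-126 alone of these was called, and the call of mir-10a also ends with library totals and without any of 4 libraries (-1.33 to -0.96), those of mir-221 and mir-27a without any of 3 (1.15 to 1.26 and 0.83 to 0.90). In the let-7 family, known for restraining growth genes, let-7f fell by 0.95 on the log2 scale and let-7g by less, turning positive with library totals, and the other 5 measured did not pass (2 lower when adjusted over the list alone). In the mir-30 family mir-30b and mir-30e fell and 3 of 5 did not pass (2 when adjusted over the list alone, camera adjusted p = 0.0516). Neither fall was called with library totals or unscaled counts. On the mir-30e hairpin 85.6% of reads lay outside the annotated mature sequence, and these did not fall. The call of mir-30e also ends with all hairpin reads.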

**Fig. 4:**
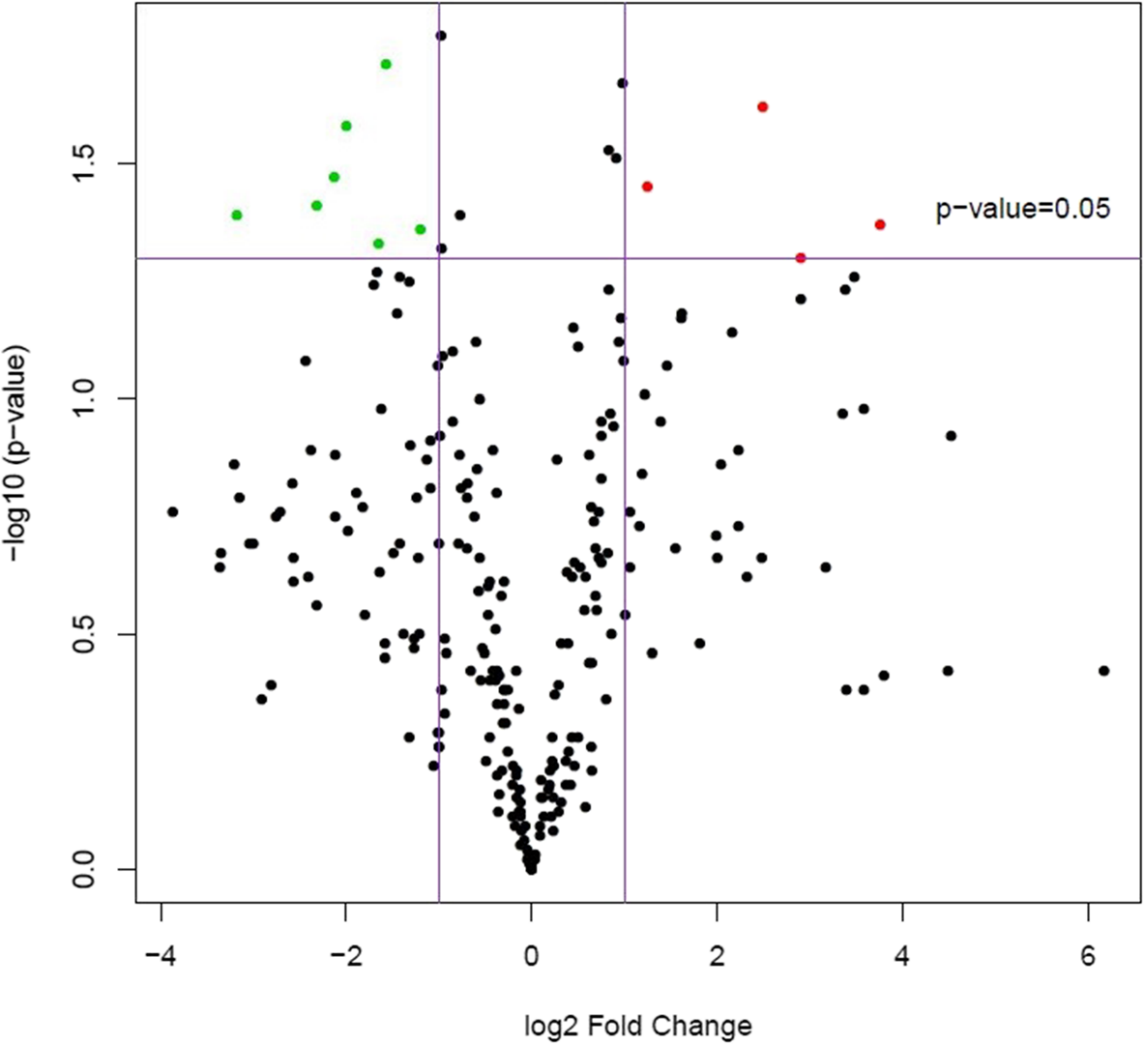
Volcano plot showing significantly overexpressed (*red*) and significantly underexpressed (*green*) miRNAs between hemangiosarcoma and nodular hyperplasia. The axes correspond to log_2_ (fold change) (x-axis) and -log_10_ (*p*-value) (y-axis)

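Against nodular hyperplasia, hemangiosarcoma had less of the lymphocyte miRNAs mir-142 and mir-155 and more of the endothelial miRNAs mir-10b and mir-24. Mir-10b was also lower in nodular hyperplasia than in normal spleen, and was not called between hemangiosarcoma and normal spleen. Mir-142, which marks blood cells, was at 3151 ± 1892 CPM (SD, n = 5) in hemangiosarcoma and 14657 ± 4664 CPM (n = 5) in nodular hyperplasia, and fell by 2.22 on the log2 scale (SE 0.41, edgeR adjusted p = 0.00137). Mir-155, a miRNA of activated lymphocytes, was at 636 ± 212 CPM and 3005 ± 1674 CPM, and fell by 2.24 (SE 0.37, edgeR adjusted p = 0.000735). With mir-150 and mir-342, they made 4 of 9 lymphoid miRNAs that fell, as many as when adjusted over the list alone; none rose, the list's median was 0.15 although its mean was -0.80, and with library totals mir-342 was not called. The list was called lower (camera adjusted p = 0.0495, adjusted p = 0.565 with an estimated correlation), with 0.0531 and 0.222 without hemangiosarcoma replicates 2 and 3, 0.0645, 0.127 and 0.0653 without nodular hyperplasia replicates 1, 3 and 5, and 0.0542 and 0.0550 without normal spleen replicates 1 and 3, and 0.0932 with library totals. Of 9 endothelial miRNAs 4 rose, mir-10b by 2.37 (SE 0.54, edgeR adjusted p = 0.00678) and mir-24 by 0.88, with mir-126 and mir-130a (4 when adjusted over the list alone); with library totals or unscaled counts mir-24 and mir-130a were not called. The endothelial list was called higher (camera adjusted p = 0.0361, adjusted p = 0.565 with an estimated correlation), but not without hemangiosarcoma replicate 3 (0.165), nodular hyperplasia replicate 3 (0.0810) or its replicate 5 (0.0645). All 28 measured members of the imprinted Dlk1-Dio3 cluster had a negative fold change, with a median of -1.82, and mir-136, mir-376a, mir-376b and mir-411 passed the test (8 when adjusted over the list alone), calls that end without any of 12, 11, 11 and 10 libraries in this order, and for mir-136 and mir-376b also with library totals. The cluster was called lower (camera adjusted p = 0.00747, adjusted p = 0.834 with an estimated correlation), with 0.0879 without nodular hyperplasia replicate 5. Counted after the values were seen, 23, 22 and 28 members lay above their highest normal spleen value in nodular hyperplasia replicates 1, 2 and 5. In its replicates 3 and 4 these were 0 and 1, and in the tumors 1 to 10. Between hemangiosarcoma and normal spleen the cluster was not called (median -0.17, camera adjusted p = 0.626). Among 6 epithelial miRNAs, mir-141 and mir-200c of the mir-200 family fell by 1.98 and 1.55 on the log2 scale (3 lower when adjusted over the list alone, camera adjusted p = 0.0511); with library totals mir-200c was not called.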

**Fig. 5:**
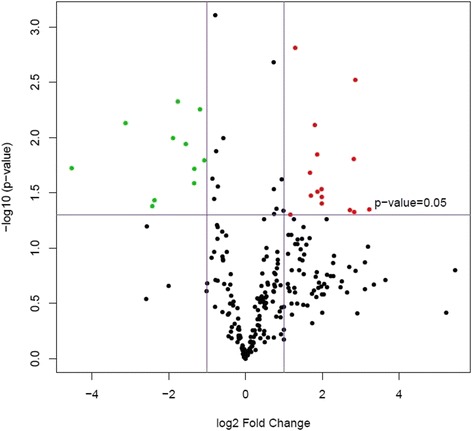
Volcano plot showing significantly overexpressed (*red*) and significantly underexpressed (*green*) miRNAs between nodular hyperplasia and normal spleen. The axes correspond to log_2_ (fold change) (x-axis) and -log_10_ (*p*-value) (y-axis)

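Nodular hyperplasia differed from normal spleen by more mir-34a, mir-146b and mir-29a and by less mir-10a, mir-143 and mir-1. Mir-34a, a target of p53, was at 139.9 ± 62.4 CPM (SD, n = 5) in nodular hyperplasia and 19.8 ± 7.44 CPM (n = 5) in normal spleen, a log2 fold change of 2.81 (SE 0.49, edgeR adjusted p = 0.00282). Mir-29a was at 8637 ± 2147 CPM and 3254 ± 657 CPM (1.41, SE 0.26, edgeR adjusted p = 0.00282). All 3 members of its family, known to target collagens, rose (3 when adjusted over the list alone). However, the call of mir-29c ends without any of 11 libraries (0.99 to 1.31) and with unscaled counts, and that of mir-29b without normal spleen replicate 2 (1.81). The mir-29 list was called higher (camera adjusted p = 0.0190, adjusted p = 0.488 with an estimated correlation), with 0.0922 without nodular hyperplasia replicate 3 and 0.0686 with library totals, and so was the mir-34 list (0.0190, adjusted p = 0.209 with an estimated correlation), with 0.0562 without normal spleen replicate 5. In the mir-34 list 1 of 3 members passed over all miRNAs and 3 when adjusted over the list alone. Mir-10a, encoded in a HOX gene cluster, was at 10856 ± 3707 CPM in nodular hyperplasia and 52239 ± 31795 CPM in normal spleen, and fell by 2.27 on the log2 scale (SE 0.41, edgeR adjusted p = 0.00282). Of 7 miRNAs of striated muscle, mir-1, mir-133a, mir-133b and mir-133c fell and mir-499 rose, as when adjusted over the list alone (camera adjusted p = 0.0587); the calls of mir-133a, mir-133b, mir-133c and mir-499 end without any of 6, 8, 9 and 3 libraries in this order and with unscaled counts, and those of mir-133b and mir-133c also with library totals. Mir-1 fell by 3.30 (SE 0.80, edgeR adjusted p = 0.0172), from 9157 ± 4483 CPM in normal spleen to 928 ± 809 CPM, and mir-143 by 2.10 (SE 0.50, adjusted p = 0.0172), calls that end without normal spleen replicate 2 (-3.10 and -2.01). Of 7 miRNAs of fibroblasts and smooth muscle, mir-143 and mir-145 fell and 5 did not pass (2 when adjusted over the list alone, camera adjusted p = 0.0587). All 28 measured Dlk1-Dio3 miRNAs had a positive fold change, with a median of 1.53; mir-376b and mir-494 passed, as when adjusted over the list alone, and the cluster was called higher (camera adjusted p = 0.0190, adjusted p = 0.748 with an estimated correlation), with 0.0703 and 0.308 without nodular hyperplasia replicates 1 and 5 and 0.0556 and 0.0562 without normal spleen replicates 4 and 5, and 0.277 with library totals. Counted after the values were seen, 23, 22 and 28 of the 28 lay above their highest normal spleen value in nodular hyperplasia replicates 1, 2 and 5, and 0 and 1 in replicates 3 and 4; the calls of mir-376b and mir-494 end without any of 6 and any of 7 libraries.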

Individual microRNA results were evaluated, significance was set at *p* < 0.05, and data were limited to microRNAs with a fold change ≥ ± 2. With these criteria, 51 unique miRNAs were found to be differentially expressed across the three groups (Fig. 6), with 4 miRNAs being potential candidates specific to hemangiosarcoma (Table 1) and 18 being differentially expressed between hemangiosarcoma and normal spleen only (Table 2). 

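Across the 3 comparisons 94 miRNAs differed in at least 1, and 55 without normal spleen replicate 2. Hemangiosarcoma differed from both other groups in 24 miRNAs, all in the same direction in both. Of these, 19 were higher, among them mir-126, mir-132, mir-224 and mir-92b, and 5 were lower, mir-142, mir-146a, mir-150, mir-155 and mir-342. With library totals 12 were higher and 0 lower in both, and with unscaled counts 13 and 0. The rises include mir-375 and mir-592, whose calls end without hemangiosarcoma replicate 3. The call of mir-142 against normal spleen ends without any of 7 libraries, and that of mir-146a against nodular hyperplasia without any of 11. Mir-92b, a relative of the growth-promoting mir-17 cluster, was at 82.4 ± 81.1 CPM (SD, n = 5) in hemangiosarcoma, 7.16 ± 2.94 CPM (n = 5) in nodular hyperplasia and 9.81 ± 0.552 CPM (n = 5) in normal spleen. Its log2 fold changes were 3.52 (SE 0.70, edgeR adjusted p = 0.00279) and 3.07 (SE 0.69, adjusted p = 0.00595). Leaving out mir-504, which differed in all 3 comparisons, 23 miRNAs were specific to hemangiosarcoma in this sense, and without normal spleen replicate 2 or replicate 4 the 24 became 15. Between hemangiosarcoma and normal spleen only, 26 miRNAs differed, 14 of them higher, such as mir-21 and mir-424, and 12 lower, such as mir-140 and mir-451. With library totals 22 higher and 1 lower were called in this comparison only, and with unscaled counts 8 and 1. The calls of mir-21 and mir-451 end without any of 5 libraries each (1.21 to 1.37 and -1.22 to -1.04). None of the 26 was called between hemangiosarcoma and nodular hyperplasia, so a difference between these lesions was not shown for them. The comparisons with normal spleen and with nodular hyperplasia use the same hemangiosarcoma libraries, so their calls are not independent. Independent lists would share 5.30. Simulated unchanged groups shared 0 in each of 100 simulations, but such groups yield few calls to share, so this decides nothing. With the hemangiosarcoma libraries split between the comparisons the median over 20 splits was 9 (range 0 to 14). Each comparison then held only 2 or 3 tumors, so lost power and lost dependence are not told apart. The covariance of the log2 fold changes of both comparisons was 1.41, against 0.228 in the simulations and a median of 0.452 over the splits.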

No miRNAs were significantly differentially expressed between all of the three possible pairings.

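Mir-504 passed the test in all 3 comparisons; it lies outside the rule for named miRNAs and was chosen after its values were seen. It was highest in hemangiosarcoma at 48.0 ± 39.1 CPM (SD, n = 5), lower in normal spleen at 17.3 ± 3.30 CPM (n = 5) and lowest in nodular hyperplasia at 5.46 ± 2.37 CPM (n = 5). Its log2 fold changes by edgeR were 1.47 (SE 0.48, adjusted p = 0.0345) for hemangiosarcoma against normal spleen, 3.12 (SE 0.51, adjusted p = 0.000735) for hemangiosarcoma against nodular hyperplasia and -1.65 (SE 0.49, adjusted p = 0.0369) for nodular hyperplasia against normal spleen. The first call ends without hemangiosarcoma replicate 4 (0.84) and normal spleen replicates 1 (1.47), 2 (1.57), 3 (1.45) and 4 (1.38). The last ends without 9 of the 10 libraries it compares, at -1.77 to -1.44, all but nodular hyperplasia replicate 3. Over all miRNAs, 0 to 6 were called in all 3 comparisons when 1 library was left out.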

**Fig. 6:**
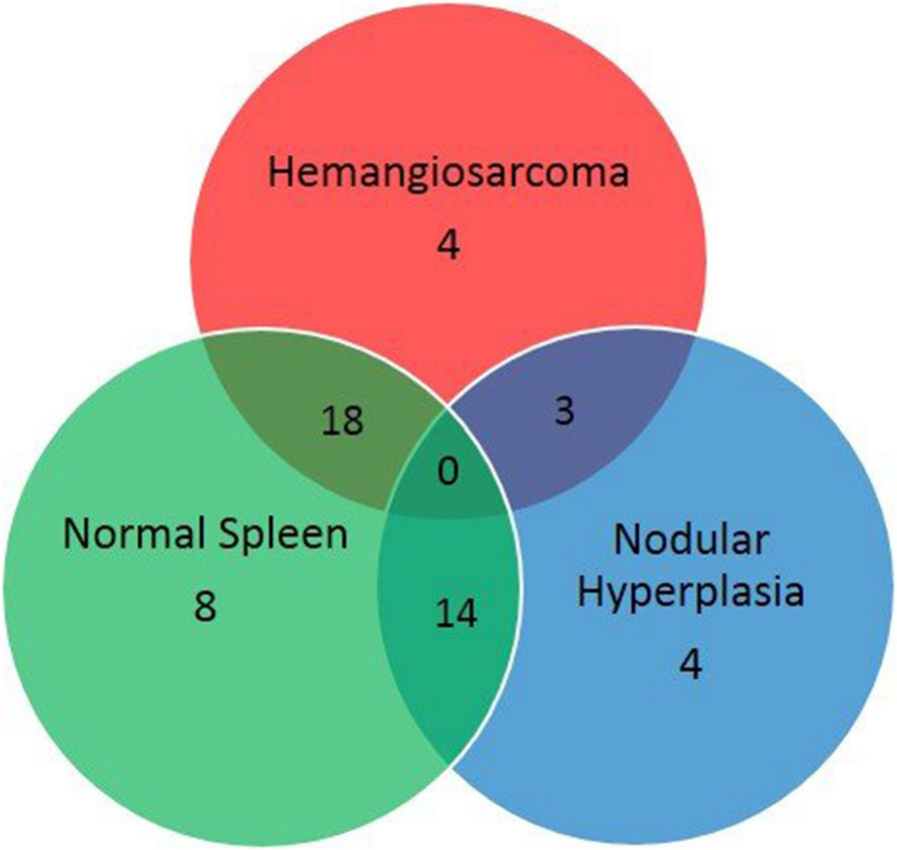
Venn diagram demonstrating miRNAs differentially expressed between hemangiosarcoma, nodular hyperplasia, and normal spleen (fold change ≥ ± 2, significance set a *p* < 0.05). Eighteen miRNAs were differentially expressed solely between hemangiosarcoma and normal spleen samples. Fourteen miRNAs were differentially expressed solely between nodular hyperplasia and normal spleen samples. Three miRNAs were differentially expressed solely between hemangiosarcoma and nodular hyperplasia samples. Four miRNAs were determined to be potential markers of hemangiosarcoma as they were differentially expressed between hemangiosarcoma and nodular hyperplasia samples and also hemangiosarcoma and normal spleen samples. Four miRNAs were determined to be potential markers of nodular hyperplasia as they were differentially expressed between hemangiosarcoma and nodular hyperplasia samples and also nodular hyperplasia and normal spleen samples. Eight miRNAs were determined to be potential markers of normal splenic tissue as they were differentially expressed between hemangiosarcoma and normal spleen samples and also nodular hyperplasia and normal spleen samples

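In 16 miRNAs a difference was called between nodular hyperplasia and normal spleen and in neither hemangiosarcoma comparison. Among the 7 that were higher in nodular hyperplasia were mir-29b, mir-31 and mir-96; among the 9 that were lower were the muscle miRNAs mir-1, mir-133a and mir-145. Mir-31 was at 85.0 ± 62.5 CPM (SD, n = 5) in nodular hyperplasia and 11.9 ± 4.93 CPM (n = 5) in normal spleen, a log2 fold change of 2.83 (SE 0.71, edgeR adjusted p = 0.0182), and mir-96 rose by 2.40 (SE 0.58, adjusted p = 0.0172). Both calls end without normal spleen replicate 2 (2.79 and 2.24), as does that of mir-29b (1.81). The call of mir-31 also ends without normal spleen replicate 1 (2.71) and nodular hyperplasia replicate 2 (2.26). Mir-145, which neighbours mir-143, fell by 1.58 on the log2 scale (SE 0.40, edgeR adjusted p = 0.0182), but not without nodular hyperplasia replicate 2 (-1.41) or normal spleen replicate 2 (-1.50), with library totals or with unscaled counts.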

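Calls between hemangiosarcoma and nodular hyperplasia alone covered 14 miRNAs. Higher in hemangiosarcoma were 5, let-7e, mir-130a, mir-151, mir-181d and mir-338, of which mir-151, mir-181d and mir-338 were named after their values were seen. The 9 lower in hemangiosarcoma included mir-136, mir-376a and mir-411 of the Dlk1-Dio3 cluster and the epithelial mir-200c. Mir-200c was at 5.04 ± 1.20 CPM (SD, n = 5) in hemangiosarcoma and 14.9 ± 4.74 CPM (n = 5) in nodular hyperplasia (log2 fold change -1.55, SE 0.37, edgeR adjusted p = 0.00779). Mir-130a, a miRNA of endothelium, was at 299 ± 199.8 CPM and 132 ± 35.4 CPM (1.18, edgeR adjusted p = 0.0424), a call that ends without any of 11 libraries (0.84 to 1.25); that of let-7e ends without any of 9 (0.61 to 1.00), with median-of-ratios factors and when adjusted over its family alone, and that of mir-181d without any of 5 (0.88 to 0.97). With library totals let-7e, mir-130a and mir-200c were not called, and with unscaled counts neither let-7e nor mir-130a.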

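Nodular hyperplasia differed from both other groups in 8 miRNAs, with mir-141, mir-146b, mir-182, mir-183, mir-29a and mir-376b higher in it and mir-10b and mir-27b lower. Mir-146b, a brake on inflammatory signalling, was at 952 ± 503 CPM (SD, n = 5) in nodular hyperplasia, 248 ± 116 CPM (n = 5) in hemangiosarcoma and 160 ± 27.8 CPM (n = 5) in normal spleen. It rose by 2.57 against normal spleen (SE 0.43, edgeR adjusted p = 0.00282), and in hemangiosarcoma it fell by 1.94 against nodular hyperplasia (SE 0.42, adjusted p = 0.00499). Mir-182 and mir-183 lie in 1 cluster with mir-96 and rose against normal spleen by 1.55 (SE 0.45, edgeR adjusted p = 0.0342) and 1.51 (adjusted p = 0.0375). Leaving out any of 8 libraries ends the call of mir-182 (1.37 to 1.62), and any of 7 that of mir-183 (1.32 to 1.54). Their calls against hemangiosarcoma end without any of 5 and any of 7 libraries and with library totals. Against normal spleen the call of mir-27b ends without any of 11 (-1.05 to -0.80), that of mir-10b without any of 4 (-1.97 to -1.55) and that of mir-141 without any of 3.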

**Table 1:** MiRNAs significantly differentially expressed between hemangiosarcoma and both nodular hyperplasia and normal spleen^a^

MicroRNA	Fold Change (HSA vs. NS)	*p*-value (HSA vs. NS)	Fold Change (HSA vs. NH)	*p*-value (HSA vs. NH)	HSA (Means)	NH (Means)	NS (Means)
mir-126	3.382336	0.038943	5.614515	0.023733	40134.8	7148.4	11866
mir-150	−2.84562	0.006069	−9.05708	0.040751	3097.6	28055.2	8814.6
mir-203	−2.56436	0.01982	−2.29043	0.043515	60.6	138.8	155.4
mir-452	13.06709	0.042741	13.54305	0.042579	818	60.4	62.6

^a^ fold change ≥ ± 2 and significance set a *p* < 0.05

*HSA* hemangiosarcoma, *NS* normal spleen, *NH* nodular hyperplasia

**Table 2:** MiRNAs significantly differentially expressed between hemangiosarcoma and normal spleen only^a^

MicroRNA	Fold Change	p-value	Hemangiosarcoma (Means)	Normal Spleen (Means)
mir-139	3.554455	0.046672	71.8	20.2
mir-140	−2.21531	0.002865	12837.4	28438.8
mir-188	2.539683	0.003478	192	75.6
mir-193a	5.277433	0.013137	509.8	96.6
mir-22	2.010375	0.003289	65029.2	32346.8
mir-26a-2//mir-26a-1	−2.03635	0.020626	118478.2	241263.2
mir-301b	2.34	0.049404	46.8	20
mir-30e	−2.1239	0.002838	2931.4	6226
mir-33b	2.569892	0.041145	47.8	18.6
mir-365-2//mir-365-1	4.615929	0.048929	1043.2	226
mir-424	4.978495	0.007939	92.6	18.6
mir-450a	7.765751	0.023887	3673.2	473
mir-450b	2.68626	0.023021	3519	1310
mir-503	5.391026	0.029408	168.2	31.2
mir-505	2.169014	0.016269	30.8	14.2
mir-542	5.563845	0.039428	2326.8	418.2
mir-758	3.142857	0.011275	4.4	1.4
mir-876	6.5	0.038656	2.6	0.4

^a^ fold change ≥ ± 2 and significance set a *p* < 0.05

### Hemangiosarcoma compared to both normal spleen and nodular hyperplasia

Four miRNAs were significantly different between hemangiosarcoma samples and both normal spleens and spleens with nodular hyperplasia, indicating these miRNAs may be markers specific for hemangiosarcoma (Table 1). Of these miRNAs, two were significantly overexpressed (mir-126, mir-452) and two significantly underexpressed (mir-150, mir-203) in hemangiosarcoma samples compared to both normal spleens and spleens with nodular hyperplasia.

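Of the 4 miRNAs the paper lists as specific to hemangiosarcoma, mir-126, mir-452 and mir-150 differed from both other groups by edgeR and mir-203 from normal spleen. Mir-126, a miRNA of endothelial cells, was at 8048 ± 4642 CPM (SD, n = 5) in hemangiosarcoma, 1337 ± 693 CPM (n = 5) in nodular hyperplasia and 2490 ± 206 CPM (n = 5) in normal spleen. It was 3.23-fold higher than in normal spleen (log2 1.69, SE 0.40, edgeR adjusted p = 0.00761) and 6.02-fold higher than in nodular hyperplasia (2.59, SE 0.41, adjusted p = 0.000735). These values cover a small part of its hairpin: 92.3% of the reads there lay outside the annotated mature sequence. Those reads were also higher in hemangiosarcoma (log2 1.90 and 2.79 in the same order). Mir-150, a miRNA of mature lymphocytes, was at 538 ± 318 CPM in hemangiosarcoma, 4611 ± 2159 CPM in nodular hyperplasia and 1973 ± 561 CPM in normal spleen. It fell by 1.87 on the log2 scale against normal spleen (SE 0.42, edgeR adjusted p = 0.00595) and by 3.10 against nodular hyperplasia (SE 0.44, adjusted p = 0.000511). For both miRNAs every hemangiosarcoma sample lay beyond every sample of both other groups (exact permutation test, two-sided, p = 0.007937, the smallest p that 5 against 5 allow). Mir-203, a miRNA of epithelia, was at 10.6 ± 7.99 CPM in hemangiosarcoma, 24.9 ± 6.99 CPM in nodular hyperplasia and 33.4 ± 3.25 CPM in normal spleen. It fell by 1.65 against normal spleen (SE 0.47, edgeR adjusted p = 0.0209), and its fold change against nodular hyperplasia was -1.23 (SE 0.46, adjusted p = 0.0663, unadjusted exact permutation p = 0.03968). With library totals or unscaled counts the calls of mir-150 and mir-203 against normal spleen end, and that of mir-203 also without hemangiosarcoma replicate 5 (-1.46).

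**Figure D2:**
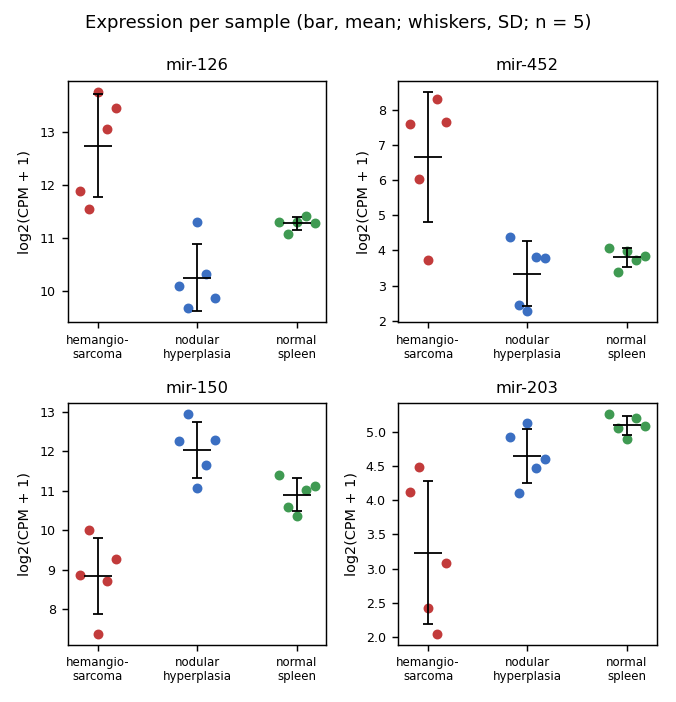
Values of mir-126, mir-150, mir-203 and mir-452 as log2(CPM + 1) in hemangiosarcoma, nodular hyperplasia and normal spleen, with 1 point per sample, a bar at the mean and whiskers for the SD (n = 5). For mir-126 and mir-150 the hemangiosarcoma samples overlap with neither other group, and for mir-452 replicate 3, at 12.2 CPM, lies among them.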

### Hemangiosarcoma compared to normal spleen

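Of 18 miRNAs that the paper lists for hemangiosarcoma against normal spleen alone, 9 rose and 3 fell by edgeR and 6 did not pass. Mir-139, mir-188, mir-193a, mir-22, mir-365, mir-424, mir-450a, mir-503 and mir-542 were higher in hemangiosarcoma, and mir-140, mir-26a and mir-30e were lower. Mir-193a was at 102 ± 48.3 CPM (SD, n = 5) in hemangiosarcoma and 20.1 ± 1.89 CPM (n = 5) in normal spleen (log2 fold change 2.35, SE 0.44, edgeR adjusted p = 0.00266). Mir-188 was at 36.6 ± 6.35 CPM and 15.2 ± 6.66 CPM (1.26, SE 0.42, edgeR adjusted p = 0.0370), a call that ends without hemangiosarcoma replicate 4 (1.32) and without normal spleen replicates 1 (1.19), 2 (1.11), 3 (1.34) and 4 (1.19). Mir-301b (1.20, SE 0.45, edgeR adjusted p = 0.0696), mir-33b, mir-450b, mir-505, mir-758 and mir-876 did not pass, and mir-876 was at 0.480 CPM in hemangiosarcoma and 0.0893 CPM in normal spleen. Tested singly and without adjustment, mir-301b was higher in every tumor than in every sample of both other groups (exact permutation p = 0.007937 against each). Of the 12 called, 8 were called against normal spleen alone, while mir-139, mir-193a and mir-365 also rose against nodular hyperplasia and mir-26a also fell in nodular hyperplasia; the call of mir-193a against nodular hyperplasia ends without any of 9 libraries (1.02 to 1.31), and its exact permutation p there was 0.06349. The study chose these miRNAs on the same samples, so their direction is not independent evidence. Taken singly, 21 of the 22 miRNAs of Tables 1 and 2 had an exact permutation p under 0.05 against normal spleen, and in 17 the groups did not overlap, which chance gives for 0.794% of miRNAs not chosen on these samples, unlike these.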

Eighteen miRNAs were differentially expressed between hemangiosarcoma and normal spleen only (without also playing a role in nodular hyperplasia samples), with 15 being significantly overexpressed in hemangiosarcoma samples and three being underexpressed (Table 2).

## Discussion

The results of this study confirm the hypothesis that miRNAs are differentially expressed in the tissues of canines with splenic hemangiosarcoma, splenic nodular hyperplasia, and normal spleens.

Four miRNAs were identified as potential markers of hemangiosarcoma, as they were differentially expressed in hemangiosarcoma samples compared to both normal spleen and nodular hyperplasia samples: mir-126, mir-150, mir-203, and mir-452. Mir-126 and mir-452 were significantly overexpressed in hemangiosarcoma samples, while mir-150 and mir-203 were significantly underexpressed in hemangiosarcoma samples compared to normal spleen and nodular hyperplasia samples. Three of these miRNAs, mir-126, mir-150, and mir-203 have previously been found to have roles in angiogenesis [39–47]. Previous reviews have confirmed that mir-126 is expressed in higher numbers in vascular tissues such as heart, liver, and lung and also in endothelial cell lineage cells [39, 43, 48]. Additional work has shown that mir-126 levels are increased in endothelial precursor cells, which are the cells of origin of hemangiosarcoma, explaining their upregulation in this particular tumor type [12, 40–43]. Mir-126 can behave in both pro- and anti-angiogenic ways, but is pro-angiogenic in endothelial precursor cells and actively proliferating and migrating endothelial cells [41]. Mir-126 enhances angiogenesis by increasing VEGF expression through its targeting of the PI3K regulatory subunit 2 (p85β) [39, 40, 43, 49]. Dogs with hemangiosarcoma have higher plasma VEGF levels than healthy controls, which correlates with the findings of increased mir-126 expression in hemangiosarcoma samples [13]. The PI3K pathway has been previously implicated in canine hemangiosarcoma as well, with mutations in PTEN leading to increased phosphorylated Akt [50]. Mir-126 may be acting in concert with other mediators to influence this pathway, leading to increased VEGF production and a pro-survival state. Mir-126 also targets regulator of G-protein signaling (RGS16) which inhibits CXCR4, an important protein in angiogenesis [41, 51]. When CXCR4 is activated, both circulating hematopoietic stem cells and prostate cancer cells have increased endothelial cell adhesion and transendothelial migration, indicating this pathway may direct metastasis [52, 53]. Mir-150 also plays a role in regulation of CXCR4, with decreased expression of mir-150 (as was seen in the hemangiosarcoma samples) leading to increased expression of CXCR4 protein [45, 46]. VEGF has also been confirmed to be a direct target of mir-150, and downregulation of mir-150 led to increased VEGF expression in brain microvascular endothelial cells, leading to increased proliferation and migration of these cells [44]. Mir-203, which was downregulated in the hemangiosarcoma samples, has been shown to be a tumor suppressor that targets VEGFA, with increased expression of mir-203 leading to suppression of VEGFA in cervical cancer [47]. Although mir-452 has not been previously associated with angiogenic-specific pathways, it has been shown to target cyclin-dependent kinase inhibitor 1B, an inhibitor of the cell cycle checkpoint from G1 to S [54]. Hepatocellular carcinoma cells significantly overexpress mir-452, leading to increased cell invasion and migration and inhibition of apoptosis [54]. This miRNA was overexpressed by 13-fold in hemangiosarcoma samples compared to both nodular hyperplasia and normal spleen samples, indicating dysregulation of the cell cycle checkpoints may be a key player in the transition to hemangiosarcoma.

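Mir-452 was at 156 ± 119 CPM (SD, n = 5) in hemangiosarcoma, 10.8 ± 6.72 CPM (n = 5) in nodular hyperplasia and 13.1 ± 2.41 CPM (n = 5) in normal spleen. It was 11.9-fold higher than in normal spleen (log2 3.57, SE 0.68, edgeR adjusted p = 0.00266) and 14.4-fold higher than in nodular hyperplasia (3.85, SE 0.69, adjusted p = 0.00134). The spread among tumors was wide: hemangiosarcoma replicates 1, 4 and 5 were at 193, 312 and 199.7 CPM, replicate 2 at 64.2 CPM and replicate 3 at 12.2 CPM. Tested on its own, the miRNA had an exact permutation p of 0.03968 against normal spleen and 0.03175 against nodular hyperplasia (two-sided). As raw counts its group means were 818, 60.4 and 62.6. Its neighbour mir-224, next to it on chromosome X in the UU_Cfam_GSD_1.0 assembly, was 4.66 higher on the log2 scale than in nodular hyperplasia (SE 0.91, edgeR adjusted p = 0.0024). From the overexpression of mir-452, the paper proposes that dysregulated cell cycle checkpoints take part in the transition to hemangiosarcoma.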

The 18 miRNAs significantly different between hemangiosarcoma and normal spleen only were further investigated for potential downstream targets. Seven of these, mir-139, mir-140, mir-26a, mir-424, mir-503, mir-505, and mir-542 have been shown to be involved in angiogenesis [55–63]. Although mir-139 has been reported to act as a tumor suppressor in most studies, its role in angiogenesis is becoming clearer [55, 56, 64, 65]. Mir-139 was found to increase cancer endothelial cell migration and promote vessel formation in pancreatic cancer [55]. Mir-139 was also found to negatively regulate CXCR4, playing a role in tightly regulating angiogenesis to prevent over-activation of endothelial cells [56]. It is possible that mir-139 is upregulated in response to the increased CXCR4 levels associated with mir-126 and mir-150 overexpression. Both mir-140 and mir-26a directly target VEGFA to repress its expression [57, 58]. These 2 miRNAs were underexpressed in the hemangiosarcoma samples compared to normal spleen, which fits with previous findings of increased VEGF expression in patients with hemangiosarcoma [13]. 

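Mir-139 was at 13.8 ± 8.08 CPM (SD, n = 5) in hemangiosarcoma, 3.72 ± 1.97 CPM (n = 5) in nodular hyperplasia and 4.70 ± 1.98 CPM (n = 5) in normal spleen. It rose by 1.56 on the log2 scale against normal spleen (SE 0.50, edgeR adjusted p = 0.0340) and by 1.87 against nodular hyperplasia (SE 0.50, adjusted p = 0.0177). Of the reads on its hairpin 97.6% lay outside the annotated mature sequence, and these were also higher in hemangiosarcoma. Its call against normal spleen ends without hemangiosarcoma replicates 4 (1.21) and 5 (1.56) and without normal spleen replicates 2 (1.70), 3 (1.36), 4 (1.49) and 5 (1.69), and that against nodular hyperplasia without hemangiosarcoma replicate 4 (1.51); both end with unscaled counts, and the latter also with library totals.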

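Mir-140 was at 2465 ± 934 CPM (SD, n = 5) in hemangiosarcoma and 6511 ± 2729 CPM (n = 5) in normal spleen, and fell by 1.40 on the log2 scale (SE 0.32, edgeR adjusted p = 0.00674). In nodular hyperplasia it was at 3870 ± 953 CPM, and hemangiosarcoma did not differ from it by the test (-0.65, SE 0.32, edgeR adjusted p = 0.151). Mir-26a was at 21405 ± 9177 CPM in hemangiosarcoma and 52064 ± 6366 CPM in normal spleen, and fell by 1.28 (SE 0.27, edgeR adjusted p = 0.00541). It also fell in nodular hyperplasia, to 25266 ± 3381 CPM (by 1.04, SE 0.27, edgeR adjusted p = 0.0182), a call that ends without nodular hyperplasia replicate 2 (-0.98) or normal spleen replicate 2 (-1.01). Both calls of mir-26a end with library totals or unscaled counts.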

Mir-424 was found to be increased in tissues undergoing vascular remodeling after hypoxia, resulting in increased cell migration, and blockade of mir-424 led to decreased proliferation and vascular tube formation [59]. Another group found a contradictory function, in that mir-424 regulated VEGF and bFGF signaling by reducing expression of receptors for those cytokines and increased expression of mir-424 led to reduced proliferation and migration of endothelial cells [60]. This group also found that VEGF and bFGF had stimulatory effects on mir-424 expression, indicating that increased levels of VEGF, as seen in hemangiosarcoma, may have led to the finding of mir-424 being overexpressed, participating in a negative feedback loop [14, 60]. While it remains clear that mir-424 plays a role in angiogenesis, further studies are warranted to evaluate its specific role in canine hemangiosarcoma. Mir-503 is transcribed with mir-424 due to their close proximity, and mir-503 has also been shown to be anti-angiogenic by targeting VEGFA [61–63]. 

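Mir-424, mir-503, mir-542 and mir-450a rose together in hemangiosarcoma against normal spleen. With mir-450b they lie side by side on chromosome X in the UU_Cfam_GSD_1.0 assembly, with no other gene between them. Mir-450a went from 97.9 ± 23.6 CPM (SD, n = 5) in normal spleen to 747 ± 468 CPM (n = 5) in hemangiosarcoma, a log2 fold change of 2.93 (SE 0.61, edgeR adjusted p = 0.00541). Mir-542 rose from 90.2 ± 16.3 CPM to 472 ± 313 CPM (2.39, SE 0.59, edgeR adjusted p = 0.0104). Mir-503 rose from 6.47 ± 1.28 CPM to 35.1 ± 25.3 CPM (2.43, SE 0.54, edgeR adjusted p = 0.00595), and mir-424 from 3.63 ± 1.92 CPM to 18.4 ± 8.33 CPM (2.32, SE 0.60, adjusted p = 0.0120). On the mir-424 hairpin 82.8% of reads lay outside the annotated mature sequence. Mir-450b was at 289.6 ± 81.5 CPM and 697 ± 291 CPM and did not pass (1.27, SE 0.53, edgeR adjusted p = 0.0990), so 4 of 5 rose, or 5 when adjusted over the list alone. The cluster was called higher as a list (camera adjusted p = 0.00515, adjusted p = 0.654 with an estimated correlation), but the study chose all its members on these samples, so this is not independent evidence. In nodular hyperplasia mir-424 was at 11.6 ± 9.06 CPM and mir-503 at 12.9 ± 6.69 CPM, and no member passed the test against hemangiosarcoma or normal spleen there. Against normal spleen, however, all 5 fold changes in nodular hyperplasia were positive (median 0.99), and 2 passed when adjusted over the list alone (camera adjusted p = 0.311). A smaller rise in nodular hyperplasia is therefore not excluded. Against nodular hyperplasia the list was called higher (camera adjusted p = 0.0458, adjusted p = 0.767 with an estimated correlation), with 0.216, 0.0562 and 0.0752 without hemangiosarcoma replicates 3, 4 and 5, 0.0602, 0.0935 and 0.136 without nodular hyperplasia replicates 1 to 3, and 0.0542 and 0.0532 without normal spleen replicates 1 and 3.

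**Figure D3:**
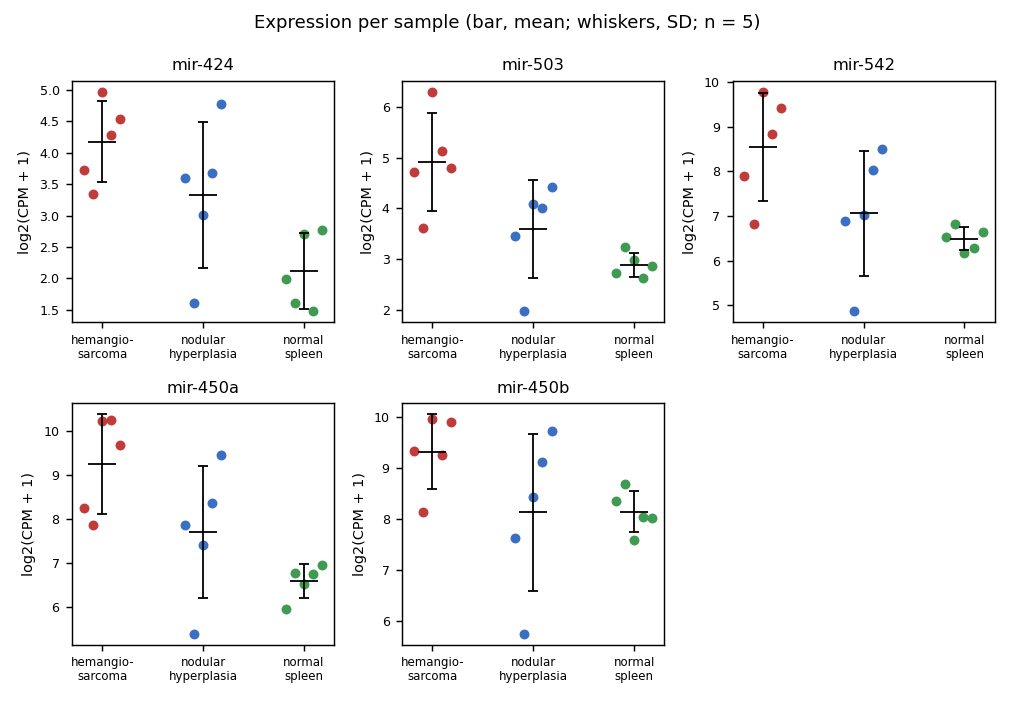
Values of mir-450b, mir-450a, mir-542, mir-503 and mir-424 as log2(CPM + 1) in the 3 groups, with 1 point per sample, a bar at the mean and whiskers for the SD (n = 5). Each of the 5 miRNAs has its highest mean in hemangiosarcoma.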

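Mir-505 was at 5.96 ± 1.89 CPM (SD, n = 5) in hemangiosarcoma, 4.29 ± 0.952 CPM (n = 5) in nodular hyperplasia and 2.93 ± 0.728 CPM (n = 5) in normal spleen. Its log2 fold change against normal spleen was 1.01 (SE 0.39) and did not pass after adjustment (edgeR adjusted p = 0.0757), although every hemangiosarcoma sample lay above every normal spleen (exact permutation test, two-sided, p = 0.007937). The annotated mature mir-505 held 351 counts over all 15 libraries, and 98.2% of the reads on its hairpin lay outside it. Those other reads went the opposite way: they were lower in hemangiosarcoma, with a log2 fold change of -1.07 (edgeR adjusted p = 0.0431).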

Mir-505, which was increased in the hemangiosarcoma samples, has been shown to decrease endothelial cell migration and vascular tube formation [66]. One study found that mir-542-3p targeted angiopoietin-2 and acted as an anti-angiogenic signal [67]. Angiogenesis requires a delicate balance of its mediators, and mir-424, mir-503, mir-505, and mir-542 may be overexpressed in these samples due to the effects of the multitude of other miRNAs acting in a pro-angiogenic manner. Vessel formation in hemangiosarcoma should not be strictly compared to normal angiogenesis, as tumor vessels are tortuous and leaky [68]. It is feasible that mixed angiogenic signaling leads to the abnormal vessel formation found in canine hemangiosarcoma. Mir-503 has also been shown to target the PI3K pathway by inhibiting the regulatory subunit, PI3K p85, acting as a tumor suppressor [69]. Again, this finding may be a regulatory negative feedback loop in response to mir-126 overexpression. Further work should be done to evaluate the inter-related roles of these miRNAs.

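Mir-22 was at 12373 ± 1483 CPM (SD, n = 5) in hemangiosarcoma, 10447 ± 4319 CPM (n = 5) in nodular hyperplasia and 6955 ± 679 CPM (n = 5) in normal spleen. It rose by 0.83 on the log2 scale against normal spleen (SE 0.25, edgeR adjusted p = 0.0245). Every hemangiosarcoma sample lay above every normal spleen (exact permutation test, two-sided, p = 0.007937). The edgeR call ends without normal spleen replicates 2 (0.82), 3 (0.78) and 4 (0.83), and against nodular hyperplasia there was none.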

Mir-22, which was overexpressed in the hemangiosarcoma samples, has been shown to downregulate PTEN, which parallels the previous finding of PTEN inactivation in canine hemangiosarcoma [50, 70–72]. Mir-30e has been shown to be an endogenous miRNA in human microvascular endothelial cells and plays a role in human atherosclerosis by altering differentiation pathways [73–75]. Mir-33b and mir-758, which were overexpressed in the hemangiosarcoma samples, have also been shown to regulate gene expression in human atherosclerotic plaques [76]. Another miRNA, mir-365, which was overexpressed in these samples, has been shown to decrease vascular smooth muscle production in vascular injury repair [77]. It is clear that mir-30e, mir-33b, mir-365, and mir-758 are involved in the vasculature, but their specific role in canine hemangiosarcoma is unclear.

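Of these 4 miRNAs, mir-365 rose and mir-30e fell in hemangiosarcoma against normal spleen, while mir-33b and mir-758 did not pass the test (1 rose and 1 fell also when adjusted over the list alone). Mir-365 was at 198 ± 122 CPM (SD, n = 5) in hemangiosarcoma, 67.1 ± 7.72 CPM (n = 5) in nodular hyperplasia and 46.4 ± 8.24 CPM (n = 5) in normal spleen. It rose by 2.09 on the log2 scale against normal spleen (SE 0.37, edgeR adjusted p = 0.0021) and by 1.56 against nodular hyperplasia (SE 0.37, adjusted p = 0.00779), where the call ends with library totals. Mir-30e was at 563 ± 205 CPM in hemangiosarcoma and 1448 ± 692 CPM in normal spleen, and fell by 1.36 (SE 0.33, edgeR adjusted p = 0.00978). On its hairpin 85.6% of reads lay outside the annotated mature sequence, and these did not fall (0.05); the call also ends with library totals, unscaled counts or all hairpin reads. Mir-33b was at 8.72 ± 2.38 CPM and 3.87 ± 0.484 CPM (1.17, SE 0.56, edgeR adjusted p = 0.149), and mir-758 at 0.883 ± 0.366 CPM and 0.244 ± 0.197 CPM (1.59, SE 0.96, adjusted p = 0.271). As a list the 4 had a camera adjusted p of 0.401, and the study chose them on these samples.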

The remaining 6 miRNAs have been previously implicated in neoplasia, but more specific information relating specifically to hemangiosarcoma and/or angiogenesis could not be found [78–83].

Another group has evaluated miRNA expression in canine hemangiosarcoma, specifically looking at mir-214 [84]. This miRNA was found to act as a tumor suppressor by promoting apoptosis, and was downregulated in their samples [84]. Later work by the same group found overexpression of mir-214 in the media of canine hemangiosarcoma and human angiosarcoma cell lines, which contradicted their previous findings of underexpression within the cells themselves [85]. They also found increased expression of mir-214 in the plasma of canine patients with hemangiosarcoma, which decreased after tumor removal [85]. The explanation for the contradictory findings in these studies was that intracellular and extracellular concentrations of miRNAs can be different and because miRNAs can have a multitude of downstream targets, they may act differently depending on their location and the disease state. 

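Mir-214, a miRNA of fibroblasts and other stromal cells, was at 307 ± 64.0 CPM (SD, n = 5) in hemangiosarcoma, 319.9 ± 137 CPM (n = 5) in nodular hyperplasia and 267 ± 18.6 CPM (n = 5) in normal spleen. Its log2 fold change in hemangiosarcoma was 0.20 against normal spleen (SE 0.32, edgeR adjusted p = 0.695) and -0.06 against nodular hyperplasia (SE 0.32, adjusted p = 0.896). Exact permutation tests (two-sided) gave p = 0.254 and p = 0.9365.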

Mir-214 was not significantly different in expression in the samples reported here. One reason for this may have been the methods used to evaluate for differential expression of miRNA. In the study reported here, RNA-sequencing was used to determine differentially expressed miRNAs, compared to the previously reported studies which used qRT-PCR to evaluate for miRNAs [84, 85]. Both the study reported here and the previously published works had relatively small sample numbers, and evaluation of a larger sample size may help to clarify these confounding results [84, 85]. Despite the lack of agreement in the findings of mir-214, the results reported here agree with the findings of mir-126 reported by the previous group, in which they found overexpression of mir-126 in plasma samples of canine patients with hemangiosarcoma [85]. These previous studies only evaluated mir-214 and mir-126 expression and did not evaluate for other miRNAs, but the finding of mir-126 overexpression, similar to the findings of the current study, is noteworthy. It is important to note that disease stage was not evaluated in the study reported here nor in the previously reported studies evaluating miRNA in canine hemangiosarcoma. This may also help to explain the contradictory findings regarding mir-214, as patients with different disease stages may have different miRNA expression levels. The long-term goal of the study presented here is to identify these dysregulated miRNAs in the circulation of patients with hemangiosarcoma. Mir-126 was overexpressed in these tissue samples, and work by others has shown it to be overexpressed in the serum of canine patients with splenic hemangiosarcoma. The hope is that with additional investigation, other miRNAs that were identified in the current study will be found in the circulation, allowing use of a minimally invasive diagnostic test for canine splenic hemangiosarcoma.

## Conclusions

Results of the current study confirm the hypothesis that miRNAs are significantly differentially expressed between canine splenic hemangiosarcoma, nodular hyperplasia, and normal spleen samples. 

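Among 10 miRNAs with roles in angiogenesis that the study lists, 5 rose in hemangiosarcoma against normal spleen and 4 fell (6 and 4 when adjusted over the list alone). Mir-126, mir-139, mir-424, mir-503 and mir-542 rose; mir-140, mir-150, mir-203 and mir-26a fell; and mir-505 did not pass. As a set they were not shown to differ from the other miRNAs (camera adjusted p = 0.626), with 6 fold changes positive, 4 negative and a median of 1.29. With library totals 5 were called higher and 1 lower by edgeR. Against nodular hyperplasia, mir-126 and mir-139 rose and mir-150 fell (4 rose and 2 fell when adjusted over the list alone, camera adjusted p = 0.711), and with library totals or unscaled counts mir-139 was not called. The study chose these miRNAs on the same samples, so the list is not independent evidence of a direction.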

Ten of the 22 miRNAs dysregulated in hemangiosarcoma samples have been shown to have roles in angiogenesis (mir-26a, mir-126, mir-139, mir-140, mir-150, mir-203, mir-424, mir-503, mir-505, and mir-542). This is of particular importance for this tumor specifically, as it is a tumor of endothelial cells. An additional 4 miRNAs (mir-30e, mir-33b, mir-758, and mir-365) have been shown to be dysregulated in vascular disease processes. Two additional miRNAs (mir-22 and mir-452) have been implicated in cancer pathways, with mir-22 downregulating PTEN, a tumor suppressor that plays a role in hemangiosarcoma, and mir-452 altering cell cycle checkpoints to increase cell replication [54, 70–72]. Although the sample numbers in this study were small, the results point to clear roles of miRNAs in the pathogenesis of hemangiosarcoma via alteration of angiogenic signaling and cancer pathways. Further work needs to be done to evaluate these miRNA in a larger sample size and to elucidate the specific roles these miRNAs play in the angiogenic alterations leading to development of hemangiosarcoma, as the majority of these miRNAs have not been previously implicated in hemangiosarcoma. Further exploration is indicated to identify these miRNA in circulation to allow delineation of a specific miRNA panel that may become useful as a minimally invasive, pre-surgical diagnostic test to differentiate canine splenic hemangiosarcoma from other masses of the spleen.

How the deposited data were processed for this re-analysis (not part of the article)

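Small RNA from 15 canine spleens was sequenced by the authors: 5 with hemangiosarcoma, 5 with nodular hyperplasia and 5 normal, each spleen as 1 library and 1 biological replicate. The authors checked reads with FastQC, trimmed and filtered them and counted them in CLCbio against the canine hairpins of miRBase; the submitters' notes name the build canFam3. Versions of FastQC and CLCbio are not given in the sources used here. The deposited values are raw counts per hairpin and library, divided into reads on the annotated mature sequence of the 5' arm, of the 3' arm and elsewhere on the hairpin, with no normalization. The column of the deposited tables named as expression value equals the mature count of the 5' arm in 100% of hairpins, so it holds no reads of hairpins whose mature miRNA lies on the 3' arm. It was not used alone: the mature counts of both arms were added, and hairpins with the same mature miRNA were merged by name, since reads cannot be divided among identical copies. This gave 277 miRNAs, 263 of them with mature counts. Closely related miRNAs such as members of the let-7, mir-29 and mir-30 families may share reads.

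Mature counts per library had a range of 3040736 to 7548062, and 231 to 250 miRNAs were detected in each. Reads elsewhere on the hairpin made up 7.86% to 22.8% of hairpin reads in hemangiosarcoma, 5.37% to 10.4% in nodular hyperplasia and 4.83% to 8.57% in normal spleen. The 3 most abundant miRNAs of a library took 42.8% to 68.2% of its mature counts. TMM factors were 0.76 to 1.58 in hemangiosarcoma, 0.78 to 1.62 in nodular hyperplasia and 0.49 to 1.05 in normal spleen. CPM values use the library total multiplied by this factor, so they do not add up to 1e6, and mir-143 reached 1042180 CPM in normal spleen replicate 1. No pair of libraries within a group was a copy of another (lowest chi-square per degree of freedom 746 over 30 pairs).

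MiRNAs with at least 10 counts summed over the 15 libraries (250) were fitted with edgeR 4.0.16 in R 4.3.3, by its quasi-likelihood test with group means for the 3 groups, which share 1 estimate of the spread. P-values were adjusted by Benjamini-Hochberg within each comparison, with a threshold of 0.05. Standard errors of log2 fold changes were computed as the size of the log2 fold change over the square root of F. Single miRNAs of the paper were also tested by exact permutation of log2(CPM + 1) over 252 orderings, two-sided, whose smallest p is 0.007937. Separation of groups was tested by PERMANOVA on Euclidean distances of log2(CPM + 1) with exact permutation. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for these and for figures.

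Before the data were examined, 21 lists of miRNAs were fixed: endothelial, lymphoid, myeloid, erythroid, stromal and smooth muscle, epithelial, pancreas, liver, gut and liver epithelium, striated muscle and neural miRNAs, the mir-424 and Dlk1-Dio3 clusters, the clusters of the mir-17 family, the let-7, mir-30, mir-29 and mir-34 families, mir-210 for hypoxia, and the paper's own lists for angiogenesis and for vascular disease. The last pair, and the mir-424 cluster, hold miRNAs that the study chose on these samples. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation, with which none of the 10 calls held. The Dlk1-Dio3 list holds human members by name, of which 28 were measured. Also fixed was the rule for named miRNAs: the 22 miRNAs of Tables 1 and 2 and mir-214, whose values in the paper count as seen; per comparison the 8 with the largest rise and the 8 with the largest fall among those past the threshold with a group mean of at least 10 CPM; the 5 most abundant; and members of a fixed list as examples of it.

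Part of the list and group patterns had been seen in a first edgeR fit before the tests of explanations were written. On simulated counts with 50 of 250 miRNAs changed (20 simulations), the edgeR step called 21.1% of miRNAs changed 2-fold, 71.9% of those changed 4-fold and 86.5% of those changed 8-fold for hemangiosarcoma against normal spleen, and 4.99% of its calls were false. For hemangiosarcoma against nodular hyperplasia these were 24.1%, 71.9%, 88.1% and 3.66%. Differences near 2-fold are therefore often missed at this number of samples. Camera called 20 of 20 shifted lists and 0 of 400 unchanged ones in the simulations for hemangiosarcoma against normal spleen. On the real samples it was less strict: 99 other splits into 3 groups, most of them with no miRNA called, gave a median of 6 called lists (0 to 13) over the 3 comparisons, against 10 for the real split. PERMANOVA called 40 of 40 shifted and 0 of 40 unshifted simulations for nodular hyperplasia against normal spleen.

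In all, 31 alternatives were set before the data were examined, among them DESeq2 1.42.0, limma voom, other scalings and filters, the recipe of the paper's methods and leaving out each of the 15 libraries; 3 more were chosen after seeing the data (all hairpin reads, exact mature reads, and leaving out mir-143, mir-21 and mir-148a). Replicate numbers in the labels are not stated to pair the samples. For neighbours of miRNA genes the RefSeq table of the assembly UU_Cfam_GSD_1.0 was used; as it differs from the authors' build, no coordinates are given. Reads themselves, mutations and clinical data were not analysed here.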

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

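The tests on mir-142, mir-150, mir-155 and mir-342 and their bounds, the test of the share of lymphocytes and its bounds, the scaling in the test of muscle miRNAs, their correlation over samples and the limit of 10000 reads outside the mature sequence, lowered to take in mir-505, were chosen only after results were seen. In 14 of 177 groups of 5 samples, 1 sample lay far from the other 4; chance alone does this in about 1 of 20 groups.

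One of these was mir-375, at 3486 CPM in hemangiosarcoma replicate 3 and at 0.402 to 6.05 CPM in the other 4 tumors. The difference in mir-375 rests on this library, since its log2 fold change against normal spleen was 0.0883 without it. Pancreatic tissue in this library is a candidate source: mir-216a (5.85 CPM), mir-216b (21.4 CPM) and mir-217 (5.11 CPM), miRNAs of pancreatic acinar cells, lay above their highest value in normal spleen in 3 of 3 cases. They stayed far below mir-375, which is also a miRNA of endocrine cells, so acinar and endocrine cells were not told apart. A change within the tumor itself was not tested and stays open.

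Mir-142, mir-150, mir-155 and mir-342, 4 miRNAs of lymphocytes, were lower in hemangiosarcoma than in nodular hyperplasia, with a median log2 fold change of -2.23. Leaving out mir-143, mir-21 and mir-148a with library totals gave -2.23, which moved nothing, as the value was already scaled by TMM. It decides nothing on a few miRNAs taking most of the counts. Thinning every library to 3040736 counts gave -2.26, which moved nothing and decides nothing on a difference in depth. Of the lymphoid list 4 of 9 members had a negative fold change and 5 a positive one, and their median pairwise correlation within groups was 0.0996, above 0 as a shared cause needs but small, which together decides nothing on a lower share of lymphocytes in the tumor. That share stays open, as does a difference in expression between the lesions, which was not tested; tests first set on the median of the whole list could not decide, as that median was positive (0.15), and those on the 4 miRNAs took their place.

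The muscle miRNAs mir-1, mir-133a, mir-133b and mir-133c were lower in nodular hyperplasia than in normal spleen, with a median log2 fold change of -2.58. Without mir-143, mir-21 and mir-148a and with library totals the median was -2.08, so the fall was there with either scaling. This could not decide on a few miRNAs taking most of the counts, as the value of -2.58 was already scaled by TMM. The 3 most abundant miRNAs of a library took a mean of 54.2% of mature counts in nodular hyperplasia and 58.9% in normal spleen. A larger share of smooth muscle tissue in the normal spleens may contribute: within groups, mir-143 and mir-145 went with mir-1 and mir-133a (median correlation of deviations 0.864, range 0.585 to 0.876). Averaged within each pair, these deviations from the group means had Pearson's r of 0.872 over the 15 samples (permutation within groups, p = 0.00034). Spearman's rho was 0.829 (permutation within groups, p = 0.00122), and r was 0.842 without the 2 samples farthest from the median. With 246 other miRNAs the pair of mir-143 and mir-145 had a median r of -0.079, and 99.6% of them lay below 0.872. However, mir-1 and mir-133a are miRNAs of heart and skeletal muscle, so their correlation with mir-143 and mir-145 does not single out smooth muscle. Of 7 miRNAs of fibroblasts and smooth muscle, only mir-143 and mir-145 fell and 5 did not pass (camera adjusted p = 0.0587). Of 7 miRNAs of striated muscle, mir-499 rose. A change of expression within cells in nodular hyperplasia was not tested and stays open.

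Other samples far from their group, in CPM, were the following. Mir-592 was at 365 in hemangiosarcoma replicate 3 and at 0.696 to 5.62 in the other tumors. Mir-411 was at 78.2 in the same replicate against 13.1 to 18.5, and mir-652 at 169 against 352 to 424. Mir-146b was at 454 in hemangiosarcoma replicate 1 against 175 to 210.2, and at 191 in nodular hyperplasia replicate 3 against 903 to 1594. Mir-182 was at 93.7 in nodular hyperplasia replicate 3 against 195 to 259. Mir-193a was at 28.6 in hemangiosarcoma replicate 2 against 102 to 164, and mir-301b at 14.1 in its replicate 5 against 6.64 to 8.04. Mir-10a was at 4329 in nodular hyperplasia replicate 2 against 11607 to 13235, and mir-31 at 196 there against 46.1 to 68.0. Mir-30e was at 1438 in nodular hyperplasia replicate 5 against 776 to 928. Mir-1836 was at 0.990 in normal spleen replicate 1 against 21.6 to 47.1, and mir-876 at 0.447 in its replicate 4 against 0 in the other 4.

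Reads on the hairpin but outside the annotated mature sequence, which the paper does not report on, differed between groups for some miRNAs with more such reads than mature ones. In hemangiosarcoma against normal spleen, they were higher for mir-126 (log2 fold change 1.90, edgeR adjusted p = 0.00609, 92.3% of hairpin reads), mir-139 (1.58, adjusted p = 0.00526) and mir-193a (2.08, adjusted p = 0.0035). They were lower for mir-708 (-2.03, edgeR adjusted p = 0.00111), mir-106b (-1.07, adjusted p = 0.00291) and mir-505 (-1.07, adjusted p = 0.0431), while the mature sequences of these miRNAs were at -0.33, 0.50 and 1.01 and did not pass. In hemangiosarcoma against nodular hyperplasia, they were higher for mir-126 (2.79, edgeR adjusted p = 0.00166), mir-139 (1.498, adjusted p = 0.00872) and mir-151 (1.15, adjusted p = 0.0494). In nodular hyperplasia against normal spleen they were lower for mir-151 (-1.82, edgeR adjusted p = 0.0137).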

How the results depend on the processing

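All hairpin reads, exact mature reads and leaving out mir-143, mir-21 and mir-148a were chosen after seeing the data; the causes of the changes below were not tested. The counts were 56 (hemangiosarcoma against normal spleen, HSA-NS), 46 (against nodular hyperplasia, HSA-NH), 31 (nodular hyperplasia against normal spleen, NH-NS), 24 (both HSA comparisons), 26 (HSA-NS alone), 94 (any) and 1 (all 3). They stayed within 1.5 times with robust edgeR, median-of-ratios factors, no filter, an added 2-fold minimum and leaving out mir-143, mir-21 and mir-148a. Library totals gave 22 for HSA-NH, 51 for NH-NS, 12 for both and 0 for all 3. Unscaled counts gave 24 for HSA-NS, 16 for NH-NS, 13 for both, 9 for HSA-NS alone, 53 for any and 0 for all 3. DESeq2 gave 57 for NH-NS and 4 for all 3, and limma voom 70 and 6. Of the calls, DESeq2 shared 53 of 56, 42 of 46 and 31 of 31, limma voom 44, 32 and 31, and library totals 35, 21 and 20. Fits of only the 2 groups compared gave 22 for HSA-NH, 56 for NH-NS, 15 for both and 4 for all 3. Unadjusted p with a 2-fold minimum gave 57 for NH-NS and 5 for all 3, and filterByExpr gave 3 for all 3. The methods' t-test on unscaled counts, unadjusted, gave 37 for HSA-NS, 23 for HSA-NH, 9 for both and 2 for all 3. With unequal variances it gave 33, 14, 4 for both, 55 for any and 0 for all 3, and on scaled counts 20 for HSA-NH, 48 for NH-NS, 6 for both and 2 for all 3. With Benjamini-Hochberg adjustment the t-test gave 0, 0, 2, 0, 0, 2 and 0 in the order of the counts above, where unadjusted it gave 37, 23, 32, 9, 21, 65 and 2. All hairpin reads gave 3 for all 3, and exact mature reads 12 for HSA-NS alone.

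Leaving out 1 library gave ranges of 36 to 61 for HSA-NS, 26 to 60 for HSA-NH, 4 to 46 for NH-NS, 15 to 29 for both, 18 to 32 for HSA-NS alone, 55 to 109 for any and 0 to 6 for all 3. All 3 gave 4 and 2 without HSA replicates 2 and 3, 6 without NH replicate 3, and 0 without NH replicates 1, 2 and 5 or any NS replicate. The PERMANOVA shares had ranges of 0.189 to 0.267 and 0.334 to 0.481 and kept p under 0.05, also with the other scalings, pseudocount and sets of miRNAs (p up to 0.00466 and 0.0476, exact permutation). Camera called 10 lists, 5 without NH replicate 3 or 5 and up to 12 otherwise; fry called 12, with 7 of the 10 among them. With an estimated correlation camera called 0 after adjustment, while 3 of the 10 had an unadjusted p under 0.05 (0.0158, 0.0469 and 0.00993).

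Directions turned for mir-375 with limma voom (-1.46 in HSA-NH and -0.0863 in HSA-NS), for mir-505 with all hairpin reads (-1.01 in HSA-NS and -1.17 in NH-NS) and for mir-1836 in NH-NS with exact mature reads (1.62). Without 1 library, mir-375 in HSA-NH had a range of -1.20 to 7.55 and mir-592 of -0.42 to 5.09, both lowest without HSA replicate 3. For the other values of 54 named miRNAs, 1896 kept direction and call, 215 lost a call, 95 gained one and 24 not called changed sign; without 1 library these were 1604, 138, 26 and 15. Depth limits the precision for mir-758 and mir-876, with means under 1 CPM in hemangiosarcoma.

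The replicate number as a block gave 29 for HSA-NH and 14 for both. Same-numbered samples had correlations of -0.33 to 0.32 over 15 pairs, and 3 of 15 samples matched their own number best, so the numbers do not pair the samples.

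The samples were also regrouped in 100 splits, the real one included. Each of the following counts of miRNAs was reached by 1 of 100 splits, the real one. They were 56 against at most 17 in the others, 46 against 41, 31 against 8, 24 against 6, 26 against 12 and 94 against 17. As 1 of 100 is the least that 100 splits can give, chance is unlikely rather than excluded, and 41 came close to 46. For all 3 comparisons 1 of 100 splits reached the count, 1 against 0, which says little, as most of the other splits called no miRNA in any comparison. The number of lists is within reach of chance, as 12 of 100 splits called at least 10, and up to 13.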

Differences from the paper's values

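The paper's thresholds in its results are p < 0.05 and a 2-fold change, and its methods name t-tests with Benjamini-Hochberg correction. The values here come from edgeR with an adjusted p under 0.05 and no minimum fold, so test and threshold differ. With unadjusted p and a 2-fold minimum, edgeR gave 119 miRNAs in any comparison, 25 specific to hemangiosarcoma and 5 in all 3. Those counts lie further from the paper's 51, 4 and 0, so the threshold alone does not account for the difference. Fold changes in the paper's tables are ratios of its unscaled mean counts. The paper gives 51 miRNAs that differed in any comparison, and 94 were found here. Of the alternatives set before the data were examined, unscaled counts, the methods' t-test on unscaled counts with equal or unequal variances, the replicate block and 6 of 15 fits without 1 library fell within 1.5 times the paper's count, and the others did not. The paper gives 4 miRNAs specific to hemangiosarcoma, and 23 were found here; the t-test with unequal variances and the t-test on scaled counts fell within the paper's count, and no other alternative did. With unequal variances the t-test on unscaled counts, without correction, called exactly the 4 of the paper. It also called all 18 miRNAs of Table 2 against normal spleen only. The paper gives 3 miRNAs (Fig. 6) for hemangiosarcoma against nodular hyperplasia only, and 14 were found here; library totals, the t-test with unequal variances and the t-test on scaled counts fell within, and the others did not. The paper gives 4 miRNAs (Fig. 6) for nodular hyperplasia against both other groups, and 8 were found here; unscaled counts, fits of only the 2 groups compared and 8 of 15 fits without 1 library fell within, and the others did not. The paper states that no miRNA differed in all 3 comparisons (about 0 in Fig. 6), and 1 was found here, mir-504; library totals, unscaled counts, the t-test with unequal variances, the t-test with Benjamini-Hochberg correction and 8 of 15 fits without 1 library gave 0 as well, and the others did not.

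Of the 22 miRNAs in the paper's tables, whose mean counts equal those computed here, the paper calls all of Table 1 against both groups and all of Table 2 against normal spleen only; here 3 of 4 and 12 of 18 were called, 8 of the 18 in that comparison only. Mir-139, mir-193a and mir-365, which the paper gives for normal spleen only, also rose here against nodular hyperplasia (the call of mir-193a ends without any of 9 libraries, exact permutation p = 0.06349, and those of all 3 end with library totals), and mir-26a also fell in nodular hyperplasia against normal spleen. Mir-203 against nodular hyperplasia (log2 fold change -1.23) was called by DESeq2, by the unadjusted 2-fold threshold, by the 3 forms of the t-test without correction and without hemangiosarcoma replicate 2. Against normal spleen, these forms of the t-test called all 6 miRNAs of Table 2 not called here. Mir-301b was also called by DESeq2, limma voom, filterByExpr, the unadjusted 2-fold threshold and without hemangiosarcoma replicate 3, nodular hyperplasia replicate 3 or normal spleen replicate 5. Mir-505 was also called by DESeq2, filterByExpr, the unadjusted 2-fold threshold and without hemangiosarcoma replicate 5 or nodular hyperplasia replicate 3. Mir-450b was also called with library totals, in the fit of only the 2 groups compared, by the unadjusted 2-fold threshold and without nodular hyperplasia replicate 2; mir-33b by limma voom, in the fit of only the 2 groups compared and without nodular hyperplasia replicate 3. Of alternatives chosen after seeing the values, leaving out mir-143, mir-21 and mir-148a called mir-301b and mir-505 and called 14 of the 18, so that it dropped 4 of the paper's own; all hairpin reads called mir-301b, and mir-505 in the opposite direction, and called 13 of the 18. In its discussion the paper speaks of mir-150 as overexpressed beside mir-126, while its Table 1 and the value here (-1.87 against normal spleen) have it lower in hemangiosarcoma.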

Other observations

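Single miRNAs of further lists passed the test, most of them in lists not called as a whole. In hemangiosarcoma, mir-9, a miRNA of nervous tissue, was at 924 ± 675 CPM (SD, n = 5) against 121 ± 78.0 CPM in nodular hyperplasia and 315 ± 83.8 CPM in normal spleen, log2 fold changes of 2.94 (SE 0.52, edgeR adjusted p = 0.00134) and 1.55 (SE 0.49, adjusted p = 0.0332); it was the only one of 6 neural miRNAs to rise in either comparison (1 when adjusted over the list alone, camera adjusted p = 0.730 and 0.626). The call of mir-9 against normal spleen ends without hemangiosarcoma replicate 4 (1.04) and without normal spleen replicates 1 (1.63), 2 (1.60), 3 (1.42), 4 (1.63) and 5 (1.66). Of 6 miRNAs on the list set for myeloid cells, mir-132 and mir-212 rose and mir-146a fell against normal spleen (as when adjusted over the list alone, camera adjusted p = 0.401). Against nodular hyperplasia these moved the same way and mir-146b fell as well (camera adjusted p = 0.711), but with library totals or unscaled counts mir-146a was not called. As the list moved both ways and was not called, the rise of mir-132 and mir-212 is not read as a sign of myeloid cells. Mir-451, of red cells, was at 28411 ± 12814 CPM in hemangiosarcoma and 72540 ± 39976 CPM in normal spleen and fell by 1.35 on the log2 scale (SE 0.43, edgeR adjusted p = 0.0332), while the other of 2 erythroid miRNAs did not pass (1 when adjusted over the list alone, camera adjusted p = 0.401). The call of mir-451 ends without hemangiosarcoma replicates 4 (-1.18) and 5 (-1.11), nodular hyperplasia replicate 3 (-1.22) and normal spleen replicates 3 (-1.04) and 4 (-1.21), and with library totals, unscaled counts, each form of the methods' t-test or a fit of only the 2 groups compared. Mir-210, the miRNA best known to be induced by hypoxia and the 1 member of its list, was at 284 ± 251 CPM and 83.7 ± 15.5 CPM (1.76, SE 0.55, edgeR adjusted p = 0.0306), a call that ends without hemangiosarcoma replicates 3 (1.29) and 4 (1.75) and normal spleen replicates 1 (1.68), 2 (1.77), 3 (1.74) and 4 (1.79) and with unscaled counts. Of 14 members of the mir-17 family clusters, mir-20b and mir-92b rose and mir-25 fell against normal spleen (2 and 1 when adjusted over the list alone, camera adjusted p = 0.626); leaving out any of 14 libraries ends the call of mir-25 (-0.78 to -0.56), and any of 6 that of mir-20b (1.21 to 1.96).

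Among lists with fewer calls, 1 of 7 stromal and smooth muscle miRNAs (mir-143) and 1 of 7 striated muscle miRNAs (mir-206) fell in hemangiosarcoma against normal spleen, and 0 of each when adjusted over the list alone (camera adjusted p = 0.210 and 0.297), calls that end without any of 11 libraries for mir-143 (-1.49 to -1.10) and any of 12 for mir-206 (-1.92 to -1.39). Mir-203 fell among 6 epithelial miRNAs (1 when adjusted over the list alone, camera adjusted p = 0.401). Mir-216b and mir-375 rose among 4 pancreas miRNAs (4 when adjusted over the list alone, camera adjusted p = 0.401), through hemangiosarcoma replicate 3. Mir-34a rose in hemangiosarcoma against normal spleen by 2.26 (SE 0.48, edgeR adjusted p = 0.00541), 1 of 3 of its family. In that comparison camera gave an adjusted p of 0.669 for liver miRNAs, 0.548 for those of gut and liver epithelium, 0.724 for the mir-29 family and 0.626 for the Dlk1-Dio3 cluster. Against nodular hyperplasia, the mir-29 family was called lower (camera adjusted p = 0.0458, adjusted p = 0.565 with an estimated correlation), with mir-29a falling by 1.22 (SE 0.26, edgeR adjusted p = 0.00429; not called with library totals) and all 3 lower when adjusted over the list alone. That list's call ends without hemangiosarcoma replicates 3 (0.175) and 4 (0.0550), nodular hyperplasia replicates 2 (0.0539), 3 (0.151) and 5 (0.0645) and normal spleen replicates 1 (0.0542) and 3 (0.0532), and with library totals (0.101). In nodular hyperplasia against normal spleen, mir-10a and mir-10b fell among 9 endothelial miRNAs (3 rose and 2 fell when adjusted over the list alone). Mir-181a and mir-28 fell among 9 lymphoid ones (3 and 3), and mir-30a among 5 of the mir-30 family (1). With library totals mir-181a, mir-28 and mir-30a were not called. The calls of mir-10b, mir-181a and mir-28 end without any of 4, 3 and 5 libraries in this order, and that of mir-30a without 1.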
